# Targeted inhibition of KDM6 histone demethylases eradicates tumor-initiating cells via enhancer reprogramming in colorectal cancer

**DOI:** 10.7150/thno.47081

**Published:** 2020-08-08

**Authors:** Junbao Zhang, Ying Ying, Meiqi Li, Maolin Wang, Xiaoyan Huang, Min Jia, Junhui Zeng, Canjie Ma, Yixiang Zhang, Chen Li, Xiaomei Wang, Xing-sheng Shu

**Keywords:** GSK-J4, KDM6, tumor-initiating cells, super-enhancer, colorectal cancer

## Abstract

Tumor-initiating cells (TICs) maintain heterogeneity within tumors and seed metastases at distant sites, contributing to therapeutic resistance and disease recurrence. In colorectal cancer (CRC), strategy that effectively eradicates TICs and is of potential value for clinical use still remains in need.

**Methods**: The anti-tumorigenic activity of a small-molecule inhibitor of KDM6 histone demethylases named GSK-J4 in CRC was evaluated by *in vitro* assays and *in vivo* imaging of xenografted tumors. Sphere formation, flow cytometry analysis of cell surface markers and intestinal organoid formation were performed to examine the impact of GSK-J4 on TIC properties. Transcriptome analysis and global profiling of H3K27ac, H3K27me3, and KDM6A levels by ChIP-seq were conducted to elucidate how KDM6 inhibition reshapes epigenetic landscape and thereby eliminating TICs.

**Results**: GSK-J4 alleviated the malignant phenotypes of CRC cells *in vitro* and *in vivo*, sensitized them to chemotherapeutic treatment, and strongly repressed TIC properties and stemness-associated gene signatures in these cells. Mechanistically, KDM6 inhibition induced global enhancer reprogramming with a preferential impact on super-enhancer-associated genes, including some key genes that control stemness in CRC such as *ID1*. Besides, expression of both Kdm6a and Kdm6b was more abundant in mouse intestinal crypt when compared with upper villus and inhibition of their activities blocked intestinal organoid formation. Finally, we unveiled the power of KDM6B in predicting both the overall survival outcome and recurrence of CRC patients.

**Conclusions**: Our study provides a novel rational strategy to eradicate TICs through reshaping epigenetic landscape in CRC, which might also be beneficial for optimizing current therapeutics.

## Introduction

Tumor heterogeneity originated from tumor-initiating cells (TICs) has been widely considered as one of the main causes of therapeutic resistance and disease recurrence 1, 2. Alterations of intestinal stem cells (ISCs) residing at the crypts of small intestine and colon epithelium drives the initiation and propagation of neoplastic lesions, which eventually give rise to intestinal cancers including colorectal cancer (CRC) 3. Thus, TICs of CRC shares certain common genetic and epigenetic features with ISCs, and are sometimes termed as colorectal cancer stem cells (CSCs) 4, 5. The essential role of TICs in CRC initiation and progression was best illustrated by recent studies using elegant lineage-tracing strategies, which demonstrated that targeted elimination of TICs sustains primary CRC growth and abolishes the capacity of CRC cells to establish liver metastases 6, 7. However, most of the current therapeutic regimens in clinical use for CRC do not show ideal effect against TICs that usually stay quiescent and reserve strong potential of plasticity, urging the demand for novel strategy targeting TICs.

Post-translational modifications of histones play critical roles in shaping chromatin architecture and regulating gene transcription. During embryogenesis, fine tuning histone H3 tri-methylation at lysine 27 (H3K27me3) level is crucial to proper temporospatial expression of genes determining cell fate transition 8. The cellular dynamics of H3K27me3 is achieved through precise control of the activities of both polycomb complex 2 (PRC2) that writes this code and lysine demethylase 6 (KDM6) family proteins that specifically removes it 9, 10. Importantly, distorted H3K27me3 landscape due to alterations in PRC2 subunits and two KDM6 enzymes (KDM6A or UTX, KDM6B or JMJD3) has been observed in the vast majority of human cancers 11-13. Thus, therapeutic potential of counteracting hyper PRC2 activity, such as EZH2 inhibitors, in cancer has been under intensive investigation for the past decades 14, whereas strategies targeting KDM6 in cancer treatment that just emerged in recent few years surprisingly have already demonstrated promising effect against various cancer types, including glioma 15-17, neuroblastoma 18, acute myeloid leukemia 19, and castration resistant prostate cancer 20. Nonetheless, the mechanisms underlying KDM6 inhibition-mediated tumor suppression are still poorly understood. On the other hand, although it is clear that KDM6A and KDM6B are important for fate determination of embryonic stem cells (ESCs) during development 9, whether they are required for sustaining TICs activity in tumorigenesis remains elusive.

To fill these vacancies, this study evaluated the therapeutic potential of a small-molecule KDM6 inhibitor, GSK-J4, in CRC, explored its power in eradicating TICs, and proposed a model delineating how KDM6 inhibition reshapes chromatin environment via enhancer reprogramming at key genes controlling stemness. In addition, we also unveiled the prognostic value of *KDM6B* expression in predicting CRC recurrence.

## Results

### GSK-J4 weakens malignant phenotypes of CRC cells and sensitizes them to chemotherapeutic treatment

In an effort to search for potential small-molecule drugs targeting epigenetic modifiers including histone demethylases for CRC treatment, we identified GSK-J4, a potent cell-permeable inhibitor blocking the catalytic site of both KDM6A and KDM6B, effectively suppressed the proliferation of CRC cells from various origins (IC50 ranging from 0.75 µm to 21.41 µm with a median of 6.20 to 6.35 µm) according to data from PharmacoDB database 21 (Figure 1A). Moreover, cell lines derived from large intestine responded better to GSK-J4 than the ones of most other tissue origins (Figure 1B). Similar results were observed in another four human CRC cell lines and one mouse CRC cell line CT26 in our detection system (Figure 1C). We further showed that GSK-J4 inhibited CRC cell proliferation in a time-dependent manner (Figure 1D). Consistently, GSK-J4 treatment strongly inhibits both colony formation (Figure 1E and Figure S1A) and migration (Figure 1F and Figure S1B) capacity of CRC cells and significantly constrained subcutaneous CRC tumor growth *in vivo* (Figure 1G-I). Furthermore, we found that CRC cells were sensitized to a common chemotherapeutic regimen 5-FU (fluorouracil) by GSK-J4 treatment through showing that combinatory administration of these two chemicals synergistically inhibited cell proliferation (Figure 1J). These findings indicate that GSK-J4 holds potential for application in CRC treatment, thus we continued to investigate its mechanism-of-action in tumor suppression.

### GSK-J4 strongly represses TIC properties in CRC

We next sought to study whether inhibition of KDM6A and KDM6B activities could impair the TIC properties of CRC cells as they were found to be indispensable for the maintenance of TICs' identity and function in some other tumors 22-24. Indeed, even at a low dose close to IC20, GSK-J4 severely inhibited the sphere formation ability of CRC cells (Figure 2A) and reduced the proportion of ALDH^+^ cells that are normally considered as TIC-like cells in the total cell population (Figure 2B). Moreover, sphere formation capacity of ALDH^+^ CRC cells were also greatly suppressed by GSK-J4 (Figure 2C). Similarly, GSK-J4 treatment also decreased the proportion of CD24^+^CD44^+^ stem-like cells (Figure 2D). In line with these results, GSK-J4 downregulated several key signature genes of TICs (Figure 2E) and strongly decreased total β-catenin and MYC protein level (Figure 2F) in CRC cells. Taken together, these findings suggest that KDM6A and KDM6B inhibition impairs the stemness of TICs in CRC.

### Kdm6a and Kdm6b are expressed more abundantly in mouse intestinal crypt than in villus and are required for intestinal organoid formation

The intestinal villi maintain high turnover rate of the epithelium by ISCs residing in the crypt of each villus 25, which demonstrate remarkable multipotency and thus fully support the regeneration of differentiated enterocytes and other secretory cells at upper villus (Figure 3A). Importantly, ISCs share certain common features with TICs in intestinal cancer, and are considered as potential cells-of-origin during early dysplasia. Therefore, we speculated whether KDM6A and KDM6B also play a role in ISCs which might explain, at least in part, the dependency of CRC TICs on them. To this end, we isolated mouse intestinal epithelium into three fractions (fraction 1 to 3) with differentiated enterocytes most enriched in fraction 1 and crypts most enriched in fraction 3 according to visual examination under a light microscope. We further confirmed the identities of these three fractions by showing their correlation with the expression of several key stemness marker genes (*Lgr5*, *Olfm4* and *Axin2*) (Figure 3B) and differentiated enterocytes marker genes (*Krt20* and *Fabp2*) (Figure 3C). Using this system, we found the expression of both Kdm6a and Kdm6b were significantly higher in intestinal crypts compared to upper villus (Figure 3D-E), implying their possible role in maintaining ISCs. Thus, we next evaluated the effect of inhibiting Kdm6a and Kdm6b in intestinal organoid formation which is driven by ISCs in the crypts. The results showed that GSK-J4 treatment dramatically reduced the organoid formation efficiency (Figure 3F-G) and repressed organoid growth (Figure 3H) and budding of crypt-like structure from the organoid body (Figure 3I). These evidences suggest a potential role of Kdm6a and Kdm6b in ISCs function which might contribute to TICs formation and/or maintenance during tumorigenesis.

### GSK-J4 downregulates stemness-associated gene signatures in CRC

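HCT116 cells, an established human colorectal cancer line, were treated with 15 µM GSK-J4, a small-molecule inhibitor of the histone demethylases KDM6A and KDM6B, or with vehicle for 48 h, and mRNA was sequenced from 3 samples of each group. According to the paper's methods, reads were cleaned with SOAPnuke, mapped with Hisat and Bowtie2 to hg19 and its genes, and counted on genes with HTSeq. The authors deposited these raw counts for 57820 genes in each sample, without normalization. Reads counted on genes numbered 16725041, 17293911 and 16796484 in vehicle replicates 1 to 3 (median 16796484) and 17664894, 16650551 and 16710517 in GSK-J4 replicates 1 to 3 (median 16710517). The paper gives about 22 M clean reads per sample, and all lines of a sample's counts, including those that name no gene, summed to between 39714154 and 41554636. All values here rest on the reads counted on genes. Between 48.8% and 49.5% of each sample's counts were recorded as lying on no gene, and 1.12% to 1.45% as ambiguous between genes. The paper's text does not name the annotation, the strand setting of the counting, the edgeR test or the filter on low counts, and each of these can change the number of DEGs. From the counts, libraries were scaled by edgeR's TMM method to normalized CPM (counts for a library of 1000000 reads), genes with too few counts were removed by edgeR's filterByExpr, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR) and the fold change and FDR thresholds of Figure 4A. Counts of 2 vehicle samples differed from each other by 3.16 to 4.26 times the sampling noise (chi-square per degree of freedom across genes), and those of GSK-J4 replicates 2 and 3 by 5.14 times, so no sample was a copy of another. GSK-J4 replicate 1 stood farther from replicates 2 and 3, at 24.9 and 28.5 times the sampling noise, while a vehicle sample and a GSK-J4 sample differed by at least 136 times.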

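After the filter, 20004 genes were tested. In GSK-J4-treated cells, 1009 genes were downregulated and 1361 upregulated with a log2 fold change of at least 1 in size and an FDR of at most 0.01. At the same FDR with any fold change, 3146 genes were lower and 3488 higher. The typical variation between replicates beyond counting noise was 0.126 (edgeR's common biological coefficient of variation). For 1009 of the 1009 downregulated and 1360 of the 1361 upregulated DEGs, every GSK-J4 sample lay beyond every vehicle sample. Such separation held for 55.7% of all genes tested, and chance gives 10%. With 3 samples against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the FDR relies on the edgeR model across genes. The choice that moved the counts most was to test against the fold change threshold itself (edgeR's glmTreat), which left 202 downregulated and 484 upregulated genes. The authors' deposited table of their own edgeR comparison lists 13128 genes, and 99.0% of the 13110 with an annotated biotype are protein coding, and its thresholds give the 782 and 1056 DEGs of the paper. Of these DEGs in the authors' deposited table, 681 downregulated and 952 upregulated genes were also called here. Across the 13042 genes that were tested in both, the log2 fold changes here differed from those of the authors' deposited table by at most 0.0113. Another 736 DEGs lay among the 6962 tested genes that the authors' deposited table does not list.

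Among DEGs with a mean normalized count of at least 100 and no overlap between groups, UPP1 and CYP24A1 illustrate the change in each direction. UPP1 (ENSG00000183696, chromosome 7 of hg19, 48128225 to 48148333, 12 exons) rose from 27.7 ± 2.09 to 717 ± 16.4 normalized CPM (SD, n = 3 each), a log2 fold change of 4.69 (standard error 0.099, FDR 8.82e-11 from edgeR's quasi-likelihood test). CYP24A1 (ENSG00000019186, chromosome 20, 52769985 to 52790525, 12 exons) fell from 124 ± 1.11 to 10.2 ± 3.39 (SD, n = 3 each), a log2 fold change of -3.61 (standard error 0.18, FDR 3.13e-08 from the same edgeR test). By the same criteria, the largest log2 increases were 5.94 for SPX, 4.69 for UPP1, 4.61 for SUN3, 4.60 for NEDD9 and 4.53 for ATF3. The largest decreases were -3.64 for METTL7A, -3.61 for CYP24A1, -3.40 for LONRF2, -3.25 for PDE4B and -3.18 for PADI3. SPX shares 375 of its 7242 exon bases, and NEDD9 53 of 10359, with a gene on the opposite strand, and METTL7A overlaps another gene on its own strand, so some of their reads cannot be assigned to a single gene. Exon numbers in the added text count exon blocks merged over all transcripts of a gene.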

To explore the molecular mechanism underlying GSK-J4-induced tumor suppression, we analysed global transcriptomic change upon GSK-J4 treatment in CRC cells and identified 782 downregulated differentially expressed genes (DEGs) and 1056 upregulated DEGs (Log_2_ fold-change ≥ 1 and FDR ≤ 0.01) (Figure 4A-B). 

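The KEGG gene sets of Figure 4C were not used here. Lists of genes were instead written by hand to stand for the same pathways, and each list's tested genes were compared with the DEGs by a one-sided Fisher's exact test, with the 20004 tested genes as background. Adjustment was over 23 lists in both directions. Among downregulated DEGs, the cell cycle list held 25 genes where 6.05 were expected by chance (adjusted p = 1.35e-08, Fisher's exact test). The base excision repair list held 9 against 1.66 expected (adjusted p = 0.000151) and the Fanconi anemia list 8 against 2.57 (adjusted p = 0.0124). The list of Wnt pathway components held 12 downregulated DEGs against 6.00 expected (adjusted p = 0.0412), and 9 upregulated DEGs against 8.10 (adjusted p = 0.718). The Wnt overlap passed the threshold of 0.05 narrowly. Across the other settings its adjusted p lay between 0.00160 and 0.0882, and it was above 0.05 in 11 of 20. Among these were total counts in place of TMM (0.0882) and a fit with the replicate number as a block (0.0588). It was also above 0.05 when vehicle replicate 1 (0.0776) or GSK-J4 replicate 1 (0.0722) was left out. Upregulated DEGs were overrepresented in the lists for MAPK signaling (30 against 12.3 expected, adjusted p = 3.26e-05), TNF signaling (18 against 6.12, adjusted p = 0.000154), p53 signaling (11 against 4.63, adjusted p = 0.0181) and apoptosis (15 against 7.42, adjusted p = 0.0200). The apoptosis overlap also moved above 0.05 without vehicle replicate 1 (0.0773) or without GSK-J4 replicate 1 (0.0890), within a range of 0.000543 to 0.0890 over all settings.

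Single genes show the size of these changes. MCM4 (chromosome 8, 48872745 to 48890720, 14 exons) fell from 311 ± 9.83 to 82.4 ± 10.1 normalized CPM (SD, n = 3 each), a log2 fold change of -1.92 (standard error 0.10, FDR 4.37e-08 from edgeR's quasi-likelihood test). In base excision repair, UNG (chromosome 12, 109535402 to 109564530, 9 exons) had a log2 fold change of -1.57 (standard error 0.083, FDR 4.91e-08, same edgeR test). DKK1 and TCF7L2, from the Wnt list, had log2 fold changes of -2.20 and -1.36, while JUN, which is on the Wnt, MAPK, TNF and apoptosis lists, had 2.19. The lists do not separate activators from inhibitors of a pathway, so changes of their genes do not give the direction of pathway activity. DKK1 shares 227 of its 2221 exon bases with a gene on the opposite strand, and TCF7L2 300 of 6736. DUSP5 of the MAPK list rose from 142 ± 3.98 to 1581 ± 175 (SD, n = 3 each), a log2 fold change of 3.48 (standard error 0.11, FDR 8.73e-10, edgeR). BIRC3 of the TNF and apoptosis lists rose by 2.24 on the log2 scale, with 126 of 7484 exon bases shared with an opposite-strand gene.

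**Figure D1:**
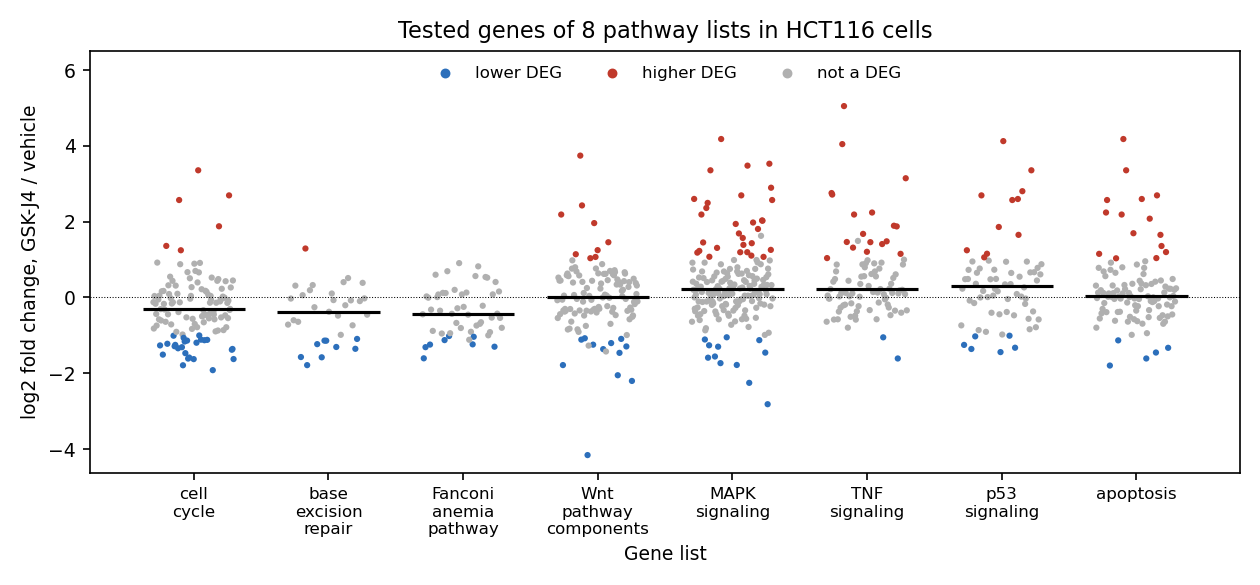
Log2 fold change between GSK-J4-treated and vehicle-treated HCT116 cells (vertical axis) of every tested gene in 8 pathway lists (horizontal axis). Each point is a gene from the comparison of 3 with 3 samples, colored by whether it is a DEG, the black bar is the list's median, and genes with 3 or fewer counts in every sample of a group are drawn at their fitted value; the median is -0.31 for cell cycle, -0.38 for base excision repair, -0.43 for Fanconi anemia and 0.00 for Wnt pathway components (-0.043 with total counts, -0.039 with upper quartile scaling and 0.056 with GC and length offsets), and lies above 0 for the other lists except that apoptosis, at 0.035, has -0.0082 with total counts in place of TMM and -0.0035 with upper quartile scaling.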

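The same lists were tested by pre-ranked GSEA, with all 20004 tested genes ranked by the absolute log10 of the FDR carrying the sign of the fold change. The paper's methods name the same measure, but for differentially expressed genes. The test used 1000 permutations of genes and an adjusted p of at most 0.25, the threshold of Figure 4. The normalized enrichment score was -2.13 for cell cycle, -2.25 for base excision repair, 1.79 for MAPK signaling, 1.99 for TNF signaling and 1.64 for p53 signaling, each with an adjusted p of 0.00620, at the smallest p that the permutations can give. For the Fanconi anemia list it was -1.96 and for apoptosis 1.5, both with an adjusted permutation p of 0.00872. At an FDR of 0.01, 56 of 120 tested cell cycle genes were lower and 19 higher (57 and 21 adjusted over the list alone). The counts were 17 lower and 2 higher of 33 in base excision repair (17 and 3 adjusted over the list alone) and 24 lower and 8 higher of 51 in the Fanconi anemia pathway (25 and 8). For MAPK signaling 29 of 181 genes were lower and 64 higher (31 and 68 adjusted over the list alone), for TNF signaling 12 and 40 of 90 (12 and 42), for p53 signaling 16 and 31 of 68 (17 and 32), and for apoptosis 20 and 33 of 109 (21 and 33). Of 23 lists, 20 passed the GSEA threshold, and all 20 did so in a test with a preset correlation between genes (camera) and in the rotation test fry, but 16 when camera estimated the correlation from each list. GSEA here permutes genes and not samples. When the 6 samples were divided into mixed groups of 3, 0 genes were DEGs (73 to 470 had an unadjusted p under 0.05), and between 18 and 23 lists passed. Each of these groups holds vehicle and GSK-J4 samples, so part of the treatment difference remains and they are no reference without treatment.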

Pathway enrichment analysis of DEGs showed that downregulated genes were mostly enriched in cell cycle, DNA repair and Wnt signaling pathways, while upregulated DEGs were overrepresented in MAPK, TNF, p53 and apoptosis pathways (Figure 4C). 

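The CRC proliferation signature and the metastasis gene sets of Figure 4D were not analysed here. Proliferation was followed through hand-written lists of genes expressed in S phase and in G2/M. Of the 42 tested S phase genes, 39 were lower in GSK-J4-treated cells at an FDR of 0.01 and 0 were higher, with a median log2 fold change of -1.11, and the counts were the same adjusted over the list alone. Of the 54 tested G2/M genes, 43 were lower and 0 higher, with a median of -0.80, again with the same counts adjusted over the list alone. The highest values in these lists were not above 0 beyond error, with log2 fold changes of 0.12 for USP1 (standard error 0.090, FDR 0.315 from edgeR's quasi-likelihood test) and 0.11 for CKS1B (standard error 0.17, FDR 0.638, edgeR). CKS1B had the opposite sign without vehicle replicate 3 (-0.043) or without GSK-J4 replicate 1 (-0.014). In GSEA, the S phase list had a normalized enrichment score of -2.93 and the G2/M list of -2.89 (adjusted permutation p = 0.00620 for each, at the smallest p that 1000 permutations can give). RRM2 (chromosome 2, 10260825 to 10351851, 17 exons) fell from 202 ± 5.40 to 80.7 ± 7.87 normalized CPM (SD, n = 3 each), a log2 fold change of -1.33 (standard error 0.091, FDR 3.72e-07, edgeR). DLGAP5, a G2/M gene (chromosome 14, 55614830 to 55658326, 21 exons), fell from 49.2 ± 1.33 to 16.0 ± 1.96 (SD, n = 3 each), a log2 fold change of -1.62 (standard error 0.11, FDR 4.09e-07, edgeR).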

Further gene set enrichment analysis (GSEA) demonstrated that signatures promoting proliferation and metastasis were downregulated by GSK-J4, and genes potentially impede metastasis were upregulated (Figure 4D). Remarkably, KDM6A and KMD6B inhibition greatly decreased the expression of bulk and LGR5-refined ISC signatures (Figure 4E), which have been shown to be able to identify CSCs in CRC and predict CRC recurrence. 

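The published ISC signatures were not used here, and a hand-written list of 55 ISC markers took their place. Of these, 38 had enough counts to be tested. In GSK-J4-treated cells, 14 were lower and 8 higher at an FDR of 0.01, with the same counts adjusted over the list alone. The list's median log2 fold change was -0.21 and its normalized enrichment score in GSEA -1.57 (adjusted permutation p = 0.0351). With offsets for GC content and exon length the median was -0.028. The GSEA call held in every setting tried except camera with an estimated correlation between genes, where the adjusted p was 0.504. AXIN2, CDCA7, MEX3A, MYB, RNF43, SOX4 and TERT were downregulated DEGs, 7 against 1.92 expected by chance (adjusted p = 0.00963, Fisher's exact test), and 0 markers were upregulated DEGs. SOX4 (chromosome 6, 21593982 to 21598850, 1 exon) fell from 218 ± 8.47 to 48.9 ± 7.94 normalized CPM (SD, n = 3 each), a log2 fold change of -2.16 (standard error 0.12, FDR 5.41e-08 from edgeR's quasi-likelihood test), and 168 of its 4869 exon bases are shared with an opposite-strand gene. AXIN2 (chromosome 17, 63524681 to 63557766, 15 exons), which overlaps another gene on its own strand, fell from 13.9 ± 0.575 to 5.66 ± 0.676 (SD, n = 3 each), a log2 fold change of -1.29 (standard error 0.16, FDR 3.79e-05, edgeR). ALCAM and ZBTB38 were among the markers that rose, by 0.86 and 0.54 on the log2 scale. LGR5 had at most 4 counts in any sample and OLFM4 had 0 counts in every sample, so a change of these genes was not detectable at this depth. A count of 0 allows up to 3 counts among the reads on genes of a sample.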

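The sets for differentiated enterocytes and for ESCs were likewise replaced by hand-written lists. Of 90 enterocyte markers, 37 had enough counts to be tested in HCT116 cells. At an FDR of 0.01, 8 were lower and 9 higher (the same counts adjusted over the list alone), the median log2 fold change was 0.073 (0.030 with total counts and 0.21 with GC and length offsets), and the normalized enrichment score was 0.96 (adjusted permutation p = 0.550, range 0.0138 to 0.648 over the settings tried). The list therefore did not pass the GSEA threshold of 0.25, and it passed only in fry, at 0.0138. KLF4 (chromosome 9, 110247133 to 110252763, 5 exons) rose from 26.7 ± 3.24 to 125 ± 4.53 normalized CPM (SD, n = 3 each), a log2 fold change of 2.23 (standard error 0.10, FDR 1.83e-08 from edgeR's quasi-likelihood test), with 357 of its 3662 exon bases shared with an opposite-strand gene. KRT20 (chromosome 17, 39032141 to 39041494, 8 exons) went the other way at a low level, from 1.60 ± 0.494 to 0.221 ± 0.132 (SD, n = 3 each), a log2 fold change of -2.83 (standard error 0.54, FDR 0.000995, edgeR). FABP2 had 0 counts in every sample. Of 67 pluripotency genes, 37 were tested. At an FDR of 0.01, 8 were lower and 8 higher (10 and 8 adjusted over the list alone), with a median log2 fold change of -0.12 and a normalized enrichment score of -0.94 (adjusted permutation p = 0.552, range 0.202 to 0.706). This list passed only in fry, at 0.202, and the sign of its score changed in 10 of 24 settings. NR5A2 and HMGA2 were lower, with log2 fold changes of -2.20 and -1.01. KLF4, which is also on this list and had its largest increase, was higher with 2.23, and KLF5 with 0.89. HMGA2 shares 384 of its 15070 exon bases with an opposite-strand gene. NANOG had at most 1 count in any sample.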

Concordantly, GSK-J4 also upregulated gene sets associated with differentiated enterocytes and repressed genes essential for ESCs (Figure 4E). Moreover, transcription of Wnt pathway genes as well as its downstream target genes was suppressed upon GSK-J4 treatment (Figure 4F), further confirming reduced cell stemness due to KDM6A and KDM6B inhibition.

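In a hand-written list of Wnt pathway components, 119 genes were tested, and 60 had a negative and 59 a positive log2 fold change. At an FDR of 0.01, 27 were lower and 37 higher (30 and 38 adjusted over the list alone). The list's normalized enrichment score was 1.11 (adjusted permutation p = 0.278), outside the threshold of 0.25. Its sign turned negative in 6 of 24 settings, with adjusted p between 0.129 and 0.946 over all of them. The list was called higher in 3 settings, without vehicle replicate 2 (0.241), with GC and length offsets (0.179) and in fry (0.129). The lists of β-catenin targets and MYC targets showed a clearer direction. The MYC list includes proliferation genes such as CDC20, which is also on the G2/M list. Such genes were not removed, so the fall of the MYC list cannot be told apart from lower proliferation. Of 58 tested β-catenin target genes, 23 were lower and 13 higher (24 and 13 adjusted over the list alone), with a normalized enrichment score of -1.75 (adjusted permutation p = 0.0120). Of 126 MYC target genes, 74 were lower and 3 higher (78 and 4 adjusted over the list alone), with a median log2 fold change of -0.47 and a score of -2.74 (adjusted permutation p = 0.00620, at the smallest p that the permutations can give). Downregulated DEGs numbered 14 among the β-catenin targets against 2.93 expected by chance (adjusted p = 6.12e-06, Fisher's exact test) and 18 among the MYC targets against 6.36 (adjusted p = 0.000285), and 9 β-catenin targets were upregulated DEGs against 3.95 (adjusted p = 0.0404).

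The transcript of β-catenin itself, CTNNB1 (chromosome 3, 41236232 to 41301587, 17 exons), fell from 361 ± 2.54 to 269 ± 6.00 normalized CPM (SD, n = 3 each), a log2 fold change of -0.42 (standard error 0.077, FDR 0.000703 from edgeR's quasi-likelihood test). MYC (chromosome 8, 128747680 to 128755197, 6 exons) was at 519 ± 20.5 in vehicle and 483 ± 69.9 in GSK-J4 (SD, n = 3 each), a log2 fold change of -0.10 that did not exceed the replicate error (standard error 0.10, FDR 0.442, edgeR), with 194 of 6109 exon bases shared with an opposite-strand gene. Among the targets, BMP4 fell from 133 ± 1.37 to 27.8 ± 4.84 (SD, n = 3 each), a log2 fold change of -2.25 (standard error 0.12, FDR 4.06e-08, edgeR), with 506 of 3096 exon bases shared in the same way. VEGFA, another target, rose by 1.57 on the log2 scale, and shares 188 of 14431 exon bases. The paper takes the lower expression of Wnt pathway and target genes as further evidence that inhibition of KDM6A and KDM6B reduces cell stemness. It sets this beside the ISC, enterocyte and ESC gene sets. Its other evidence, in Figure 2, comes from sphere formation, ALDH-positive and CD24/CD44-positive cells, qRT-PCR, and β-catenin and MYC protein.

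**Figure D2:**
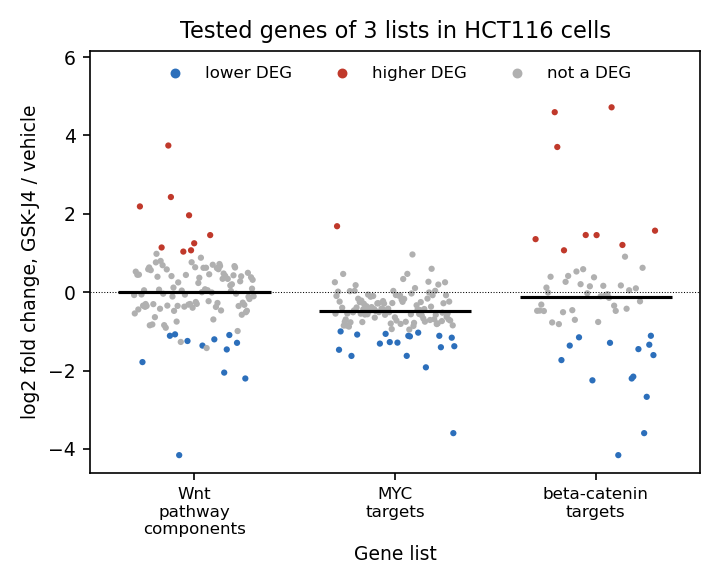
Log2 fold change between GSK-J4-treated and vehicle-treated HCT116 cells (vertical axis) of every tested gene in the lists of Wnt pathway components, MYC targets and β-catenin targets (horizontal axis). Each point is a gene from the comparison of 3 with 3 samples, colored by whether it is a DEG, the black bar is the list's median (0.00, -0.47 and -0.12), and genes with 3 or fewer counts in every sample of a group are drawn at their fitted value.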

### KDM6 inhibition induces enhancer reprogramming at key stemness-controlling genes

As KDM proteins participate in shaping chromatin architecture by keeping various histone modifications in a precise balance, we postulated that KDM6A and KDM6B inhibition altered epigenetic landscape at distal or proximal regulatory elements of their target genes, which eventually lead to dysregulation of target gene transcription. To test this hypothesis, we first documented the global profile of histone H3 acetylation at lysine 27 (H3K27ac), a histone mark labelling the activity of both proximal promoters and distal enhancers, in CRC cells with or without GSK-J4 treatment. Surprisingly, the data showed that GSK-J4 decreased the H3K27ac level at both global promoters (Figure 5A, left panel) and enhancers (Figure 5B, left panel). In comparison, we also examined H3K27me3 levels at these sites and did not observe substantial change after GSK-J4 treatment (Figure 5A-B, right panel), although we did detect increased H3K27me3 levels across typical H3K27me3 domains (Figure S2A, left panel) that frequently located at distal intergenic regions (Figure S2B) and showed little overlap with H3K27ac-positive sites (Figure S2A, right panel). Interestingly, KDM6A showed enrichment of binding at H3K27ac-positive promoters and enhancers (Figure 5C), while an antibody of KDM6B we used failed to produce any ChIP-seq signal.

The above results indicated that inhibition of KDM6A and KDM6B mounted a prominent impact on active enhancers, which might further affect the activity of their cognate promoters. Therefore, we next pursued the possible functional consequences of this enhancer reprogramming. 

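The assignment of genes to super-enhancers rests on ChIP-seq data that were not analysed here, so the values concern the expression of BIRC5, PCDH7, ID1 and TERT in the RNA-seq samples. All 4 genes were downregulated DEGs, and every GSK-J4 sample lay below every vehicle sample. BIRC5 (ENSG00000089685, chromosome 17 of hg19, 76210267 to 76221717, 5 exons) fell from 115.98 ± 3.30 to 42.4 ± 1.56 normalized CPM (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.083, FDR 8.75e-08 from edgeR's quasi-likelihood test). PCDH7 (ENSG00000169851, chromosome 4, 30721991 to 31148427, 9 exons) fell from 132 ± 3.80 to 27.6 ± 5.67 (SD, n = 3 each), a log2 fold change of -2.27 (standard error 0.13, FDR 8.41e-08, edgeR). ID1 (ENSG00000125968, chromosome 20, 30193086 to 30194318, where the exons of all transcripts merge into 1 block over its whole length) fell from 166 ± 5.87 to 74.6 ± 5.51 (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.087, FDR 7.74e-07, edgeR). TERT (ENSG00000164362, chromosome 5, 1253262 to 1295183, 18 exons) had the lowest counts, 129, 117 and 145 reads in the vehicle samples and 4, 9 and 18 in the GSK-J4 samples. After normalization this was 7.60 ± 0.939 against 0.629 ± 0.449 CPM (SD, n = 3 each), a log2 fold change of -3.60 with a wider standard error of 0.38 (FDR 1.09e-05, edgeR). With each sample left out in turn, the log2 fold change stayed between -4.28 and -3.19 for TERT, -2.43 and -2.13 for PCDH7, -1.48 and -1.43 for BIRC5, and -1.19 and -1.09 for ID1. Of the exon bases of TERT, 106 of 5920 are shared with a gene on the opposite strand, and of those of PCDH7, 1602 of 12903, whereas BIRC5 and ID1 share none.

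**Figure D3:**
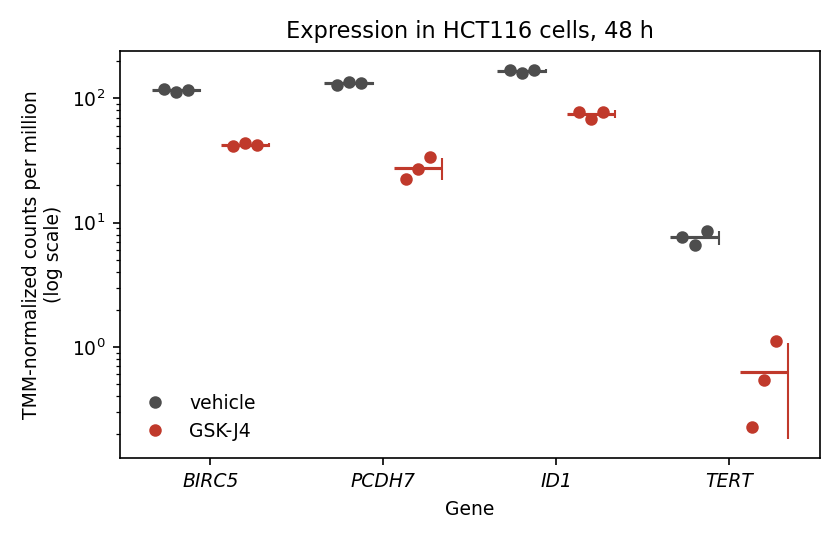
TMM-normalized CPM on a log scale (vertical axis) of BIRC5, PCDH7, ID1 and TERT (horizontal axis) in vehicle-treated (gray) and GSK-J4-treated (red) HCT116 cells. Each point is 1 of 3 samples, the horizontal line is the mean and the vertical line 1 SD to each side; the GSK-J4 points lie below the vehicle points for each gene, from 0.228 to 1.11 against 6.62 to 8.50 for TERT.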

Through integrative analysis of our transcriptomic and epigenomic data in the same cell system, we found that most of the super-enhancer (SE) associated genes were significantly downregulated by GSK-J4, such as *BRIC5*, *PCDH7*, *ID1*, and *TERT* (Figure 5D-E). Moreover, compared with typical enhancer (TE) associated genes, SE-associated genes responded more sensitively to GSK-J4 treatment (Figure 5E). We noticed that some of the SE-associated genes repressed by GSK-J4 treatment are well-known critical regulators of cancer cell stemness, such as *ID1* 26, 27 and *TERT* 28, and further confirmed their downregulation by GSK-J4 or shRNAs targeting *KDM6A* or *KDM6B* in two CRC cell lines (Figure 5F-G and Figure S2C-D). Indeed, when looked closely into the *ID1* locus, we found the H3K27ac level was decreased across the SE but the H3K27me3 level largely remained unchanged. Consistently, we also observed enrichment of several other SE signature modification or proteins, including H3K4me1, p300, and BRD4, as well as KDM6A at *ID1* locus. Moreover, JQ1, a BRD4 inhibitor, dramatically reduced BRD4 level within *ID1* locus. Intriguingly, by using chromatin interaction analysis with paired-end tag sequencing (ChIA-PET) data of RNA Polymerase II in the same cell line, we identified a distal active enhancer constituent in the SE that physically contact with *ID1* promoter via higher-order chromatin interaction (Figure 5H). These findings consistently support the conclusion that *ID1* transcription is driven by a SE regulated by KDM6A and potentially by KDM6B in CRC cells. In addition, we found that KDM6A binding intensity correlated well with H3K27ac, p300, and BRD4 intensity levels across all SEs in the genome (Figure 5I), suggesting that KDM6A might be involved in global SE regulation.

### *KDM6B* expression level predicts survival outcome and recurrence of CRC patients

Based on the above findings revealing the importance of KDM6A and KDM6B in CRC development and progression, we then tried to elucidate the relevance of *KDM6* genes expression to clinical outcomes of CRC patients. As a result, we found that higher *KDM6B* expression was significantly associated with poorer overall survival (Figure 6A) and predicted worse recurrence (Figure 6B) of CRC patients from several independent cohorts. In contrast, however, *KDM6A* did not demonstrate consistent prognostic value across different datasets, although its higher expression was associated with better overall survival but more frequent disease relapse in TCGA-CRC cohort (Figure S3A). Interestingly, higher *KDM6B* expression also acted as a predictor for recurrence in some other common cancers, including hepatocellular carcinoma, lung adenocarcinoma, pancreatic cancer, and bladder cancer (Figure S3B). Given that TICs are considered as the cells that seed distant metastases and a substantial part of CRC recurrence is associated with metastasis, we next examined whether *KDM6B* expression was elevated in metastases when compared with primary tumors and observed a result as expected in a CRC dataset containing both tissue specimens (Figure 6C). Moreover, ROC (receiver operating characteristic) curve in the same dataset showed that *KDM6B* expression level by itself can identify a major part of metastases from primary CRC tumors (AUC = 0.66) (Figure 6D). Based on clinical settings, these results further consolidate the therapeutic rationale targeting KDM6 enzymes in CRC and also pinpoint *KDM6B* as a potential predictor for recurrence of CRC and other common cancers.

## Discussion

In this study, we reported that targeted inhibition of histone demethylases KDM6A and KDM6B simultaneously by GSK-J4 suppressed CRC growth and progression through eliminating TICs. Mechanistically, we unveiled a novel function of GSK-J4 in reprogramming super-enhancers at key stemness-controlling genes such as *ID1*, which might be at least partially maintained by cooperative action of KDM6A with transcription coactivators p300 and BRD4 (Figure 6E, left panel). Besides, although we failed to explain the role of KDM6B in shaping enhancers in our system due to technical problems as mentioned above, we provided evidence about its regulatory potential at the same target genes controlled by KDM6A, thus whether KDM6A and KDM6B play redundant or differential role at these sites worth further study in the future. On the other hand, we found that both KDM6A and KDM6B were enriched in intestinal crypts when compared with upper villus which correlated with increased stemness of epithelium cells from top to bottom along the villus, and intestinal organoid formation was strongly inhibited by GSK-J4, implying possible roles of these two enzymes in regulating adult ISCs (Figure 6E, right panel).

It is widely accepted that CRC originated from aberrantly-instigated ISCs residing at the crypts of colon epithelium, which are responsible for propagating the entire tumor cell population and seeding distant metastases. Therefore, eliminating these TICs would rationally inhibit CRC progression and recurrence efficiently. Nonetheless, current commonly-used combinatory regimens based on fluorouracil backbone (e.g. FOLFOX and FOLFIRI) do not display ideal effect against TICs that stay quiescent most of the time and reserve strong potential of plasticity. Our study herein reported a novel strategy to eradicate TICs in CRC through KDM6 inhibition and further clarified the underlying mechanism that involves enhancer reprogramming. We also showed that KDM6B level could be a potential predictor for CRC overall prognosis and recurrence. These findings will potentially be beneficial in developing new therapeutics against CRC, optimizing current chemotherapeutic strategies for relieving resistance, and guiding better post-treatment surveillance.

In accordance with our findings, being a core member of a COMPASS (Complex Proteins Associated with Set1) -like transcription activator complex containing H3 lysine 4 methyltransferases MLL2/3 and histone acetyl transferase p300 29, KDM6A has been implicated in shaping enhancers and remodeling chromatin in developmental and physiological processes such as cell lineage determination 30 and mounting of innate immune response 31 and also in disease conditions including cancer 32, 33. Our current study identified KDM6A as a potential regulator of global enhancers, especially super-enhancers, probably working with p300 and BRD4, two key coactivators that have been shown to demarcate super-enhancer sites together and control local transcriptional outputs. However, how KDM6A orchestrate p300 and BRD4 recruitment at super-enhancers through shaping chromatin environment and whether its activity requires pre-priming of chromatin accessibility by other pioneer transcription factors need to be further explored. In addition to KDM6A, KDM6B has also been implicated in enhancer regulation in different biological processes 34, 35, but whether they act redundantly or non-redundantly in shaping enhancer states remain elusive. Interestingly, current study showed that although KDM6A and KDM6B regulate some target genes in similar manner in HCT116 cells (e.g. *ID1* and *TERT*), certain target genes such as *ID1* were responsive to *KDM6A* but not *KDM6B* silencing in another cell line HT29 (Figure 5G and Figure S2D), indicating that the mechanism-of-action of KDM6 demethylases and their functional interplay might be cell-type specific.

It has long been recognized that histone methylation is a vital player in development and disease 36. Methylation at different histone residue sites gives distinct impact on transcriptional activity and high-order chromatin structure. Proper control of H3K27me3 level and its distribution pattern across different genomic features are essential for embryonic development and maintenance of physiological homeostasis, which frequently goes awry during tumorigenesis 12, 37, 38. Therefore, the feasibility of targeting molecules keeping the balance of H3K27me3 for cancer therapeutics has been under evaluation for a long time, such as EZH2 inhibitors 14, 39. Recently, the other side of the strategy, counteracting KDM6 activities, emerged and the results are encouraging in the pre-clinical studies in some cancers. For instance, GSK-J4 strongly inhibits the growth of pediatric brainstem glioma bearing histone H3.3 K27M mutation through restoring global H3K27me3 level 15, sensitizes diffuse intrinsic pontine glioma to radiation therapy by repressing the expression of DNA repair genes 16, and induces differentiation of neuroblastoma accompanied by upregulation of apoptosis-promoting gene PUMA 18. Our study herein uncovered a novel role of GSK-J4 in eradicating TICs of CRC, which probably depends on enhancer reprogramming by GSK-J4 at key stemness-controlling genes. Interestingly, we found that super-enhancers were more sensitive to GSK-J4 treatment than typical-enhancers. Thus, it is rational to test the potential synergistic effect of combining GSK-J4 with other molecules targeting super-enhancers such as BET or CDK7 inhibitors in future.

Notably, based on intensive studies across a broad spectrum of tumors 40, 41, the functional roles of both KDM6A and KDM6B in tumorigenesis were found to be highly cell type-specific and pathologic context-dependent. For instance, KDM6B could promote TGF-β-induced epithelial-mesenchymal transition (EMT) through activating SNAI1 in breast cancer cells 42, and instigate proliferative, metastatic, and self-renewal capacities of tumor cells in liver, ovarian, and skin cancers by modulating multiple signalings 24, 43, 44. On the other side, the tumor-suppressive role of KDM6B was supported by the evidence showing that it is a key activator of the *INK4a*/*ARF* tumor suppressor locus in response to oncogenic stress such as *RAS* activation 45 and it is involved in the epigenetic regulation of cis-regulatory elements activated during DNA damage response in a p53-dependent manner 35. Therefore, the multi-faced roles of KDM6 genes highlight the importance of understanding their exact mechanism-of-action during different tumorigenic processes, which might be critical for optimizing therapeutic strategy more precisely.

## Materials and Methods

### Sphere formation assay

Dispersed single cells were cultured in serum-free Dulbecco's modified Eagle's medium DMEM/F-12 (Hyclone) supplemented with 1X B27 (ThermoFisher), 5 μg/mL insulin (ThermoFisher), 20 ng/ml fibroblast growth factor (FGF) (GenScript), and 20 ng/ml epidermal growth factor (EGF) (GenScript) in ultra-low attachment cell culture plates (Corning) for five to seven days. GSK-J4 or vehicle DMSO (dimethyl sulfoxide) at indicated concentration were added to the medium and refreshed every two to three days. The tumor spheres were photographed under a light microscope, and the numbers of spheres were counted in at least five independent fields for each well. For culturing of ALDH positive cells, cells were first stained using ALDEFLUOR kit as described below and sorted on a flow cytometry platform (BD FACSAria II). ALDH positive cells were collected and subject to sphere formation culture with or without GSK-J4 treatment.

### Flow cytometry analysis

The ALDH activity of tumor cells was determined using ALDEFLUOR kit (STEMCELL Technologies) according to manufacturer's protocol. Briefly, two million cells treated with or without GSK-J4 at indicated doses for 48 h were incubated with 5 µL of the activated ALDEFLUOR reagent for 30 min at 37 °C and were immediately subjected to analysis by a flow cytometer at FL1 channel (BD Accuri C6). For each batch of experiments, a reaction containing both activated ALDEFLUOR reagent and diethylaminobenzaldehyde (DEAB), a specific inhibitor of ALDH, was set to control for background fluorescence. For analysis of CD24^+^CD44^+^ cells, HCT116 or HT29 cells treated with or without GSK-J4 at indicated doses for 48 h were incubated with anti-CD24-FITC (ab30350, 1:20) and anti-CD44-PE/Cy7 (ab46793, 1:400) antibodies at room temperature for 30 min and analyzed immediately on a BD Accuri C6 flow cytometer.

### Mouse intestine crypt isolation and organoid culture

Mouse handling and experimental procedures in this study were approved by the Center for Laboratory Animals, School of Medicine, Shenzhen University. The small intestine of C57BL/6J wild-type mice was isolated and flushed with cold PBS (without calcium or magnesium) through a 20 ml syringe with a 19-G blunt needle. Duodenum and jejunum was opened longitudinally and cut into small fragments about 1-2 cm in length. The tissues were transferred to a 50 ml tube and washed in cold PBS with vigorous shaking for 2 min. The supernant was centrifuged for collecting the first fraction of intestine epithelium sample that mostly contains upper villi, while the rest tissues were incubated with 1 mM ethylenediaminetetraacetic acid (EDTA) in PBS for 30 min at 4 °C on a tube roller, from which the second fraction of sample containing a mixture of crypts and villi was collected. Lastly, the third fraction of sample mostly containing crypts were obtained by incubating the remaining intestine tissues with 5 mM EDTA in PBS for 1 h at 4 °C on a tube roller and centrifugation of the resulting supernant.

For organoid culture, crypts from the third fraction of intestine epithelium were first examined under a light microscope to ensure its purity and then seeded in growth factor-reduced basement matrix (BD Bioscience, 356231) in a pre-warmed culture plate. Incubate the plate in a tissue culture incubator for 15 min so the basement matrix polymerizes, followed by overlaying the matrix with sufficient volume of organoid culture medium prepared according to the following formula: advanced DMEM/F-12 medium containing 1X Glutamax, 2.5% fetal bovine serum, 10 mM Hepes, 1X penicillin/streptomycin, 1X B27 supplement, 1X N2 supplement, 1.25 mM n-Acetylcysteine, 50 ng/ml mouse EGF, 50% WRN conditioned medium produced by L-WRN cells which contains mouse Wnt3a, R-Spondin and Noggin. Liquid medium with or without GSK-J4 were refreshed every two to three days. Organoids were allowed to grow for one to two weeks until typical round cystic shape and budding structures become visible, and then photographed under a light microscope.

### Tumor xenograft model and *in vivo* imaging

HCT116 cells stably expressing firefly luciferase gene (HCT116-luc) were constructed by infected parental cells with lentivirus containing pLenti-CMV-V5-LUC-Blast plasmid (Addgene, 21474) and selected with 1 μg/ml blasticidin for two weeks. Four to six week-old female BALB/c nude mice were subcutaneously inoculated with 5×10^6^ HCT116-luc cells at their flank. When the average volume of tumors (length×width^2^ ×0.52) reached 100 mm^3^, mice were randomly divided into two groups (6 mice per group), which were subject to vehicle (12.5% DMSO + 87.5% PBS) or GSK-J4 (25 mg/kg) treatment via intraperitoneal injection every two days for 5 cycles. Ten days after starting GSK-J4 treatment, tumor-bearing mice were given a single dose of luciferin (GoldBio) at 150 mg/kg intraperitoneally and subsequently analyzed on an *in vivo* imaging system (IVIS Spectrum, PerkinElmer).

### Chromatin immunoprecipitation-sequencing (ChIP-seq) with spike-in normalization

ChIP-seq experiments were essentially carried out as described before 46 with modification in spike-in normalization. Briefly, a constant amount (about 5% of total chromatin) of chromatin from a foreign species (mouse intestine in our case) to each ChIP reaction before the immunoprecipitation step to normalize potential bias introduced by experiment and/or data processing procedures between different reactions, which could improve the power and accuracy of quantitative comparison of ChIP-seq signals 47. Please refer to Supplementary materials and methods for detailed procedures of ChIP. Antibodies used for ChIP were anti-H3K27ac (Abcam, ab177178), anti-H3K27me3 (Cell Signaling Technology, 9733), and anti-KDM6A (Bethyl Lab, A302-374A). All antibodies were used in a dilution of 1:200 in ChIP reactions.

For library construction, ChIP's DNA was subjected to end-repair and then was 3' adenylated. Adaptors were ligated to the ends of these 3' adenylated fragments. Fragments were amplified by PCR and PCR products were purified and selected with the Agencourt AMPure XP-Medium kit. The double stranded PCR products were heat denatured and circularized by the splint oligo sequence. The single strand circle DNA (ssCir DNA) were formatted as the final library. Final library was qualified by Qubit ssDNA kit and sequenced on a BGISEQ-500 platform (Beijing Genomics Institute).

### ChIP-seq data analysis

Raw reads were aligned to reference genome hg19 by Bowtie2 (v. 2.2.9). Around 20 million clean reads were obtained for H3K27ac and KDM6A samples, while around 50 million clean reads were generated for H3K27me3 samples due to its high noise background. For spike-in normalization, the mapped (primary aligned) reads of the BAM file was processed by samtools for two reference genomes hg19 and mm10 respectively, then the bamCoverage in deeptools (v 3.3.0) was used to generate the bigwig files with the normalization scale factor. Peak calling from alignment results were performed by MACS2 (v. 2.1.6) with default parameters expect p<1e-09, no lambda, no model, and broad peak were used for H3K27me3 samples. Blacklist regions from ENCODE project were filtered out. The bedGraph files generated from MACS2 were converted to bigwig files with ucsc bedGraphToBigWig tool. Integrative Genomics Viewer (IGV) was used to visualize peaks across the genome.

For super-enhancer analysis and gene-to-enhancer annotation, the ROSE (Rank Ordering of Super-Enhancers) algorism 48 with parameters -s 12500 -t 2000, in which enhancers within 12.5 kb are stitched together, were used. Enhancers above the inflection point of the ranking curve were defined as super-enhancers. For identification of H3K27me3 domains which typically correspond to large genomic spans covered with continuous H3K27me3 signal, H3K27me3 peaks within 2 kb to each other were merged and merged peaks larger than 5 kb were defined as H3K27me3 domains 49. For ChIP signal heatmap and profile curve in given genomic intervals, score matrix was first calculated by computeMatrix in deeptools (v. 3.1.3) at a bin size of 10 bp, then plotHeatmap and plotProfiles in deeptools were used for visualization.

### Quantitative reverse transcription-PCR (qRT-PCR)

HCT116 or HT29 cells at a confluency of around 80% were treated with vehicle (DMSO) or GSK-J4 at indicated concentration for 48 h before harvest. Total RNA was extracted by TRIzol reagent (Life Technologies) according to manufacturer's instructions. Reverse transcription was performed using PrimeScript RT kit with genomic DNA eraser (Takara), and qPCR was conducted using SYBR Green PCR Master Mix (Takara) on a qTOWER platform (Jena). Human or mouse *GAPDH* gene was used as an internal control. Primers used in this study were listed in Supplementary Table S1.

### RNA sequencing (RNA-seq)

Total RNA was extracted and mRNA was enriched for library construction. Qualified library was sequenced on MGISEQ-2000 platform (Beijing Genomics Institute). Raw reads were cleaned using SOAPnuke (v.1.4.1), generating around 22 million clean reads per sample. Hisat (v. 0.1.6) and Bowtie2 (v. 2.3.5) were used to align the clean data to reference genome (hg19) and gene respectively. Transcript abundance was quantified by HTseq (v. 0.11.2) and differentially expressed genes (DEGs) were identified by the edgeR package from the R software. Genes with fold change ≥ 2 and false discovery rate (FDR) ≤ 0.01 were considered as significant DEGs.

### Gene Set Enrichment Analysis (GSEA)

GSEA of RNA-seq data was performed essentially as originally described using the pre-ranked method 50. All genes differentially expressed between two samples were ranked according to the absolute value of Log_10_ (FDR) with the sign of fold change. The pre-ranked gene list was then loaded for analysis. Number of permutations was set to 1000 as default. Gene sets analysed in this study were from Molecular Signatures Database (MSigDB), except the following gene sets, CRC proliferation signature 5, ISC and LGR5-refined ISC signatures 5, and differentiated enterocytes signature 51, which were reported elsewhere.

### Western blotting

Western blotting was performed as described previously 52. Briefly, 50 microgram of total protein was loaded for each sample. Primary antibody incubation was performed at 4 °C overnight with gentle shaking, and secondary antibody was incubated with membrane at room temperature for 1 h. Antibodies used in this study were anti-KDM6A (Bethyl Lab, A302-374A, 1:4000), anti-KDM6B (Abcam, ab38113, 1:1000), anti-β-Catenin (Abcam, ab32572, 1:2000), anti-MYC (Cell Signaling Technology, 18583, 1:1000), anti-AXIN2 (Proteintech, 20540-1-AP, 1:2000), and anti-β-actin (Sigma, A2228, 1:5000).

### Kaplan-Meier survival analysis and ROC curve plotting

Expression datasets of CRC samples with clinical outcome information from several independent studies were obtained from TCGA data portal 53 or GEO database (GSE39582, GSE41258, GSE17538) 54-56. Optimal cutpoint for *KDM6A* or *KDM6B* expression level used for grouping patient samples in each dataset was calculated by the maxstat package in R. For microarray datasets with multiple probes for the same gene, mean expression of all probes were used. Kaplan-Meier Survival curves were plotted using the survminer package in R for both overall survival and relapse-free survival. Log-Rank test was used to evaluate statistical significance and *P* < 0.05 was considered to be significant. For generating receiver operating characteristic (ROC) curve, the plotROC package in R was used.

### Data availability

ChIP-seq and RNA-seq data generated in this study have been deposited at the Gene Expression Omnibus (GEO) under accession number GSE146679.

For more information about materials and methods, please refer to Supplementary materials and methods.

## Supplementary Material

Supplementary methods, figures and table. Click here for additional data file.

## Figures and Tables

**Figure 1:**
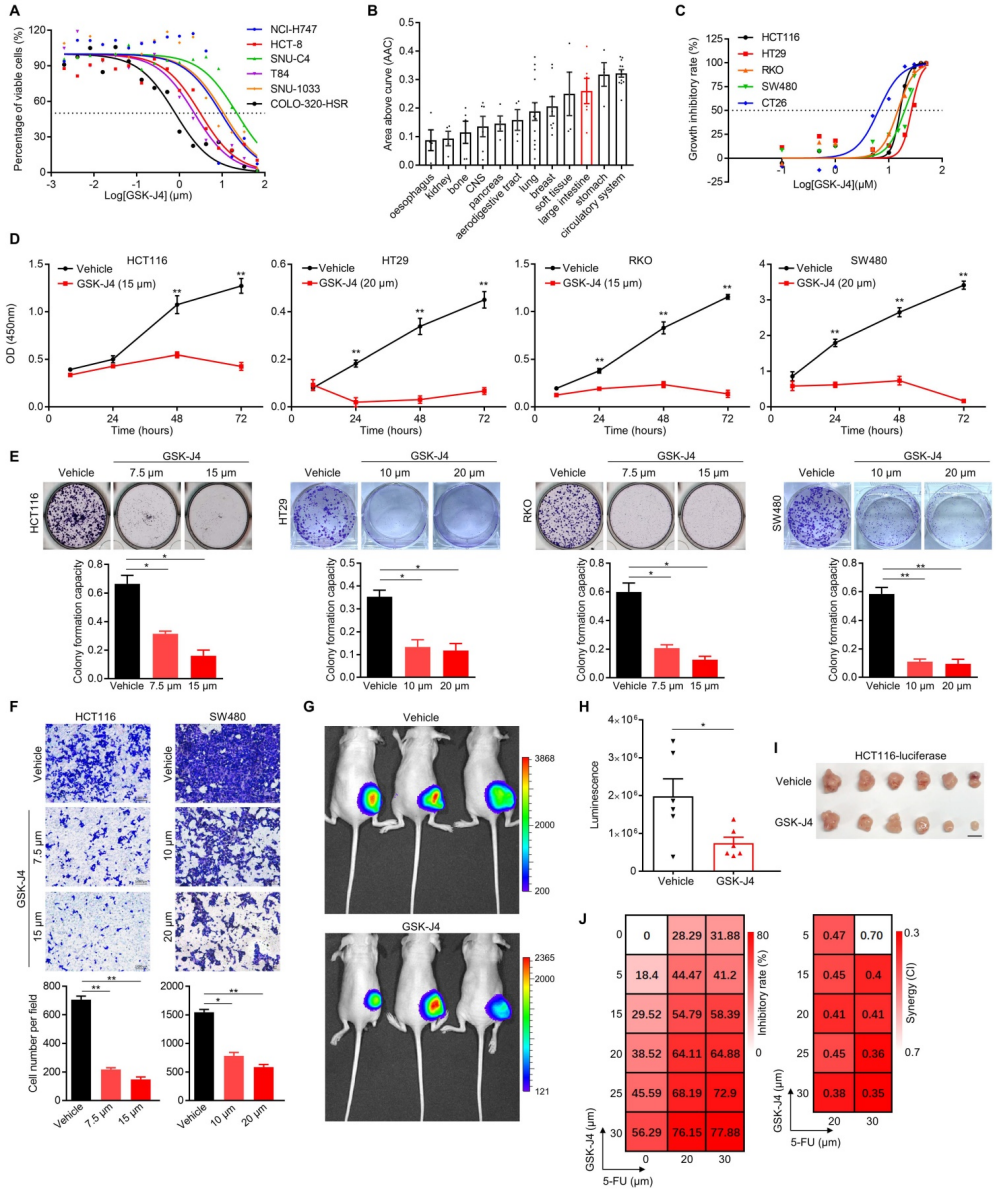
** GSK-J4 weakens malignant phenotypes of CRC cells and sensitizes them to chemotherapeutic treatment.** (**A**) Dose-response curves of GSK-J4 in six CRC cell lines. Dashed line represents an inhibitory rate of 50%. (**B**) Area above cure (AAC) of GSK-J4 dose-response curves in cell line from different tissue origins. Source data of (A) and (B) were from PharmacoDB database. (**C**) Dose-response curves of GSK-J4 in four human CRC cell lines and one murine CRC cell line CT26 determined by cell proliferation assay. Dashed line indicates an inhibitory rate of 50%. (**D**) Cell proliferation assay for CRC cells treated with specified dose of vehicle DMSO or GSK-J4 at indicated time points. (**E**) Colony formation assay for CRC cells treated with specified dose of vehicle DMSO or GSK-J4. For each cell line, one higher dose that was close to its IC50 concentration of GSK-J4 and one lower dose taken as half of the former dose were used. (**F**) Transwell migration assay in CRC cells treated with or without GSK-J4 at different doses. (**G**) *In vivo* imaging of HCT116-luc tumor-bearing mice treated with or without 25 mg/kg GSK-J4 every two days. Luminescence was imaged on day 10 after first treatment. Color key indicating the range of luminescence signal in each photo was shown at right. (**H**) Quantification of the luminescence signals described in (G). (**I**) Photo of tumors dissected from mice described in (G). Scale bar represents 1 cm. (**J**) Heatmaps showing inhibitory rate and combinatory index (CI) across five doses of GSK-J4 and two doses of 5-FU in HCT116 cells. Mean values of triple replicates were shown. CI were calculated by CompuSyn software (http://www.combosyn.com/). In general, a CI smaller than 0.6 was considered as high synergy and a CI smaller than 0.4 was considered as strong synergy. * *p* < 0.05; ** *p* < 0.01; n.s., non-significant.

**Figure 2:**
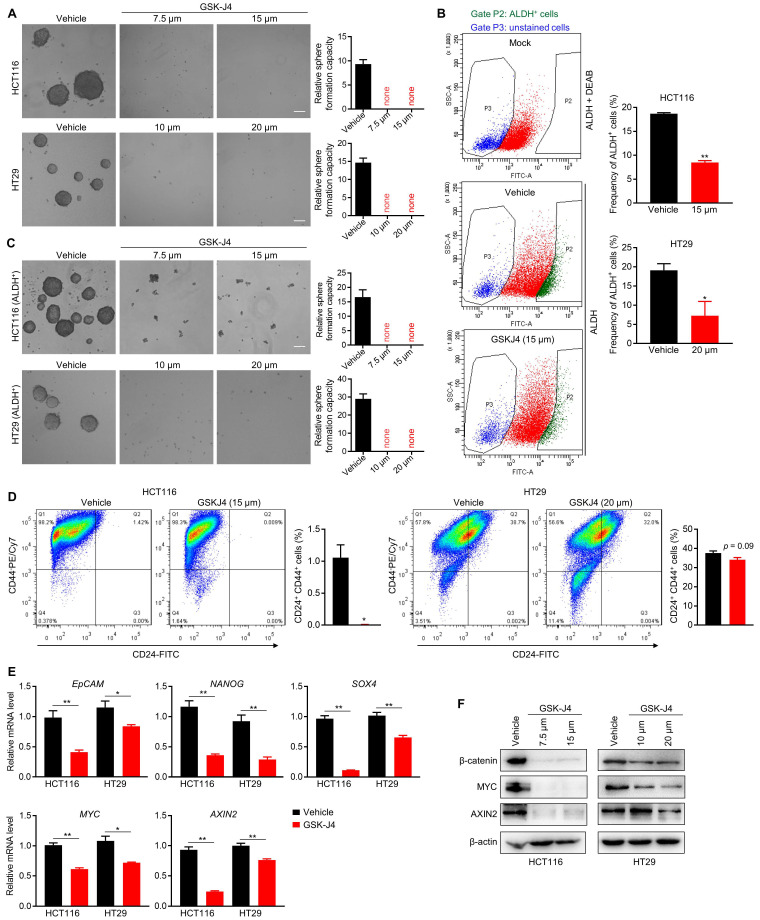
** GSK-J4 strongly represses TIC properties in CRC.** (**A**) Sphere formation assay in HCT116 and HT29 cells treated with or without GSK-J4 at indicated doses. Scale bar represents 100 µm. (**B**) Left panel: representative results of ALDH activity assay in HCT116 cells treated with or without GSK-J4 as determined by flow cytometry. A group of mock cells incubated with both activated ALDH reagent and its inhibitor DEAB was introduced as background control. Cells in Gate P2 were defined as ALDH positive cells. Right panel: quantification of the percentages of ALDH positive cells from flow cytometry analysis in HCT116 and HT29 cells. (**C**) Sphere formation assay in ALDH-positive HCT116 and HT29 cells treated with or without GSK-J4 at indicated doses. Scale bar represents 100 µm. (**D**) Flow cytometry analysis of CD24^+^CD44^+^ cells (upper-right quadrant) with or without GSK-J4 treatment for 48 h. (**E**) qRT-PCR analysis of the expression of indicated genes in HCT116 cells treated with or without 15 µm GSK-J4 and in HT29 cells treated with or without 20 µm GSK-J4 for 48 h. (**F**) Western blotting results showing the expression of total β-catenin, AXIN2 and MYC in HCT116 and HT29 cells treated with or without GSK-J4 at indicated doses. β-actin was used as a loading control. * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
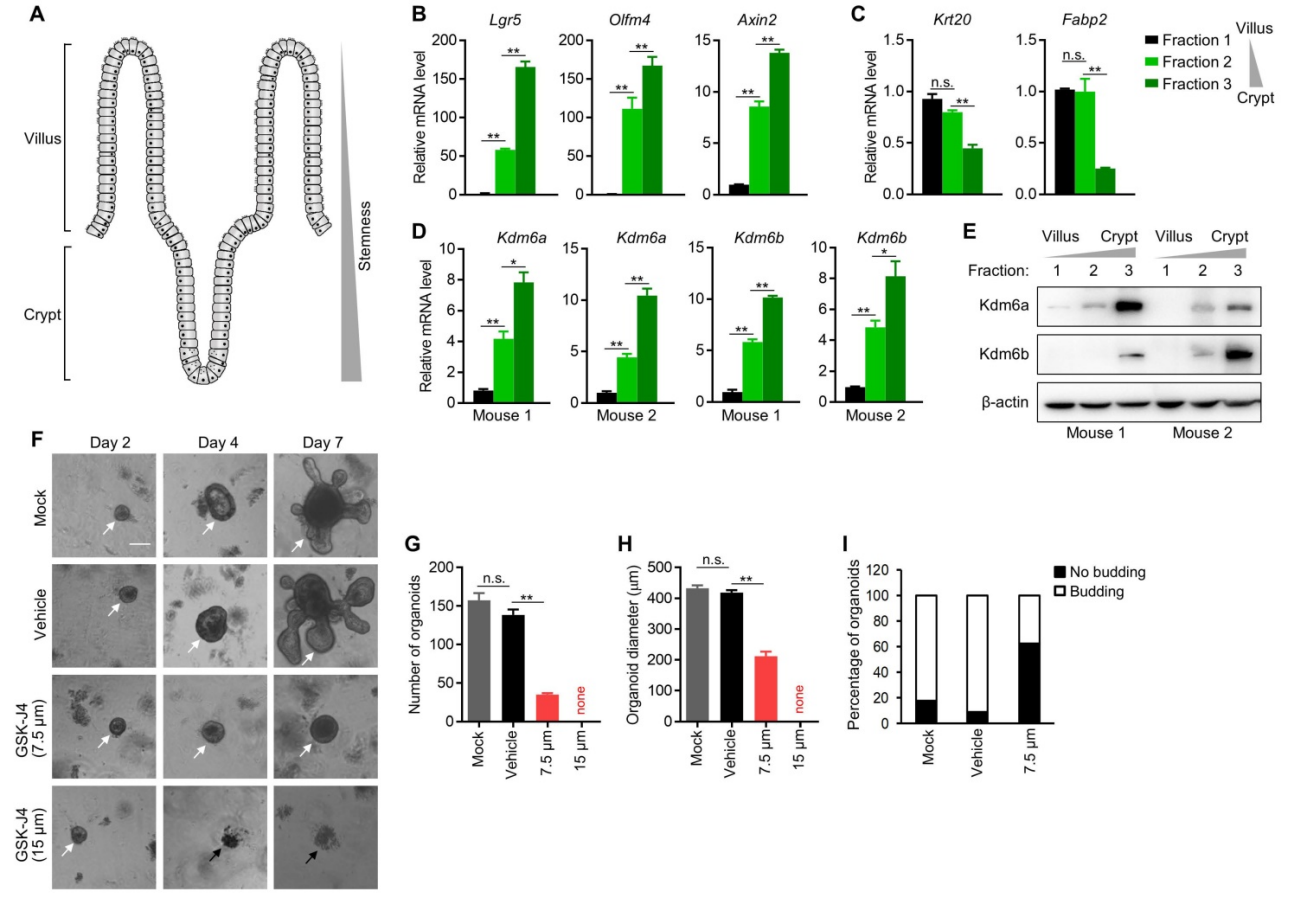
** Kdm6a and Kdm6b are expressed more abundantly in mouse intestinal crypt than in villus and are required for intestinal organoid formation.** (**A**) Diagram showing the structure of typical intestinal villi. ISCs with strong stemness are located at bottom crypts and upper villus contains differentiated enterocytes and secretory cells. (**B-D**) Expression level of indicated genes was determined by qRT-PCR in three fractions of epithelium samples isolated from mouse small intestine. (**E**) Western blotting analysis of Kdm6a and Kdm6b levels in three fractions of epithelium samples isolated from mouse small intestine. β-actin was used as a loading control. (**F**) Representative results of intestinal organoid formation assay with or without GSK-J4 treatment at indicated doses. Images were taken at day 10 after seeding crypts. White arrows indicate viable organoids, and black arrows represents dead organoids. Scale bar represents 100 µm and applies to all images here. Quantifications of organoid number (**G**), diameter (**H**), and morphology type (round cystic only or budding) (**I**) were conducted for organoid formation experiments described in (F). * *p* < 0.05; ** *p* < 0.01; n.s., non-significant.

**Figure 4:**
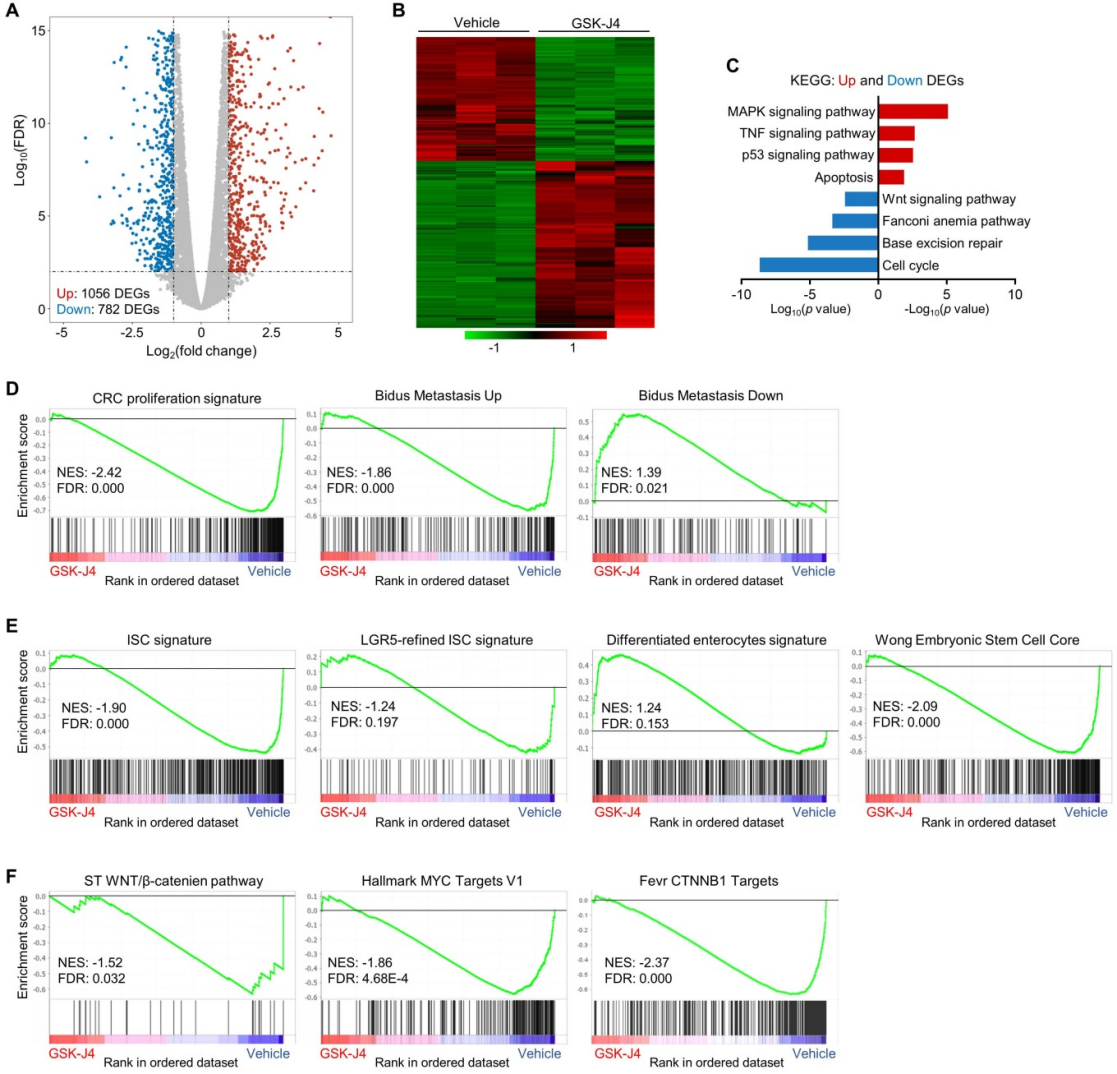
** GSK-J4 downregulates stemness-associated gene signatures in CRC.** (**A**) Volcano plot showing differentially expressed genes (DEGs) from RNA-seq analysis of HCT116 cells treated with or without 15 µm GSK-J4 for 48 h. Genes with fold change ≥ 2 and false discovery rate (FDR) ≤ 0.01 were considered as significant DEGs. (**B**) Heatmap showing expression level of DEGs described in (A) across indicated samples. (**C**) Results of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEGs described in (A). (**D-F**) Results of GSEA using specified gene sets and transcriptomic data described in (A). FDR ≤ 0.25 were considered as statistically significant. NES, normalized enrichment score.

**Figure 5:**
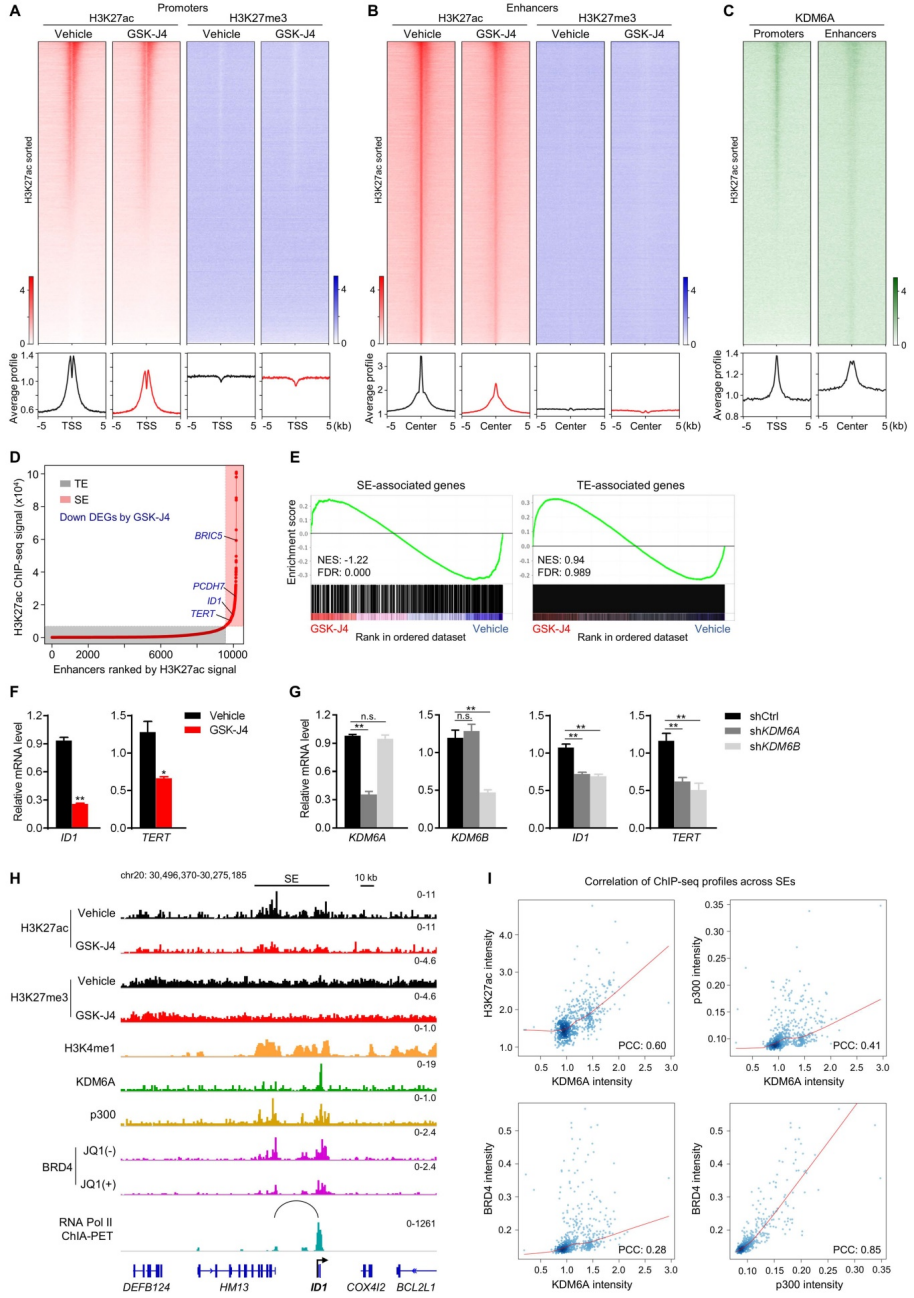
** KDM6 inhibition induces enhancer reprogramming at key stemness-controlling genes.** (**A**) Heatmaps and average profile curves of H3K27ac and H3K27me3 ChIP-seq data across a 10 kb window centered at transcription start sites (TSS) in HCT116 cells. (**B**) Heatmaps and average profile curves of H3K27ac and H3K27me3 ChIP-seq data across a 10 kb window centered at H3K27ac peaks that do not fall into the -2 kb to 1 kb region of any TSS in the genome. (**C**) Left panel: heatmap and average profile curve of KDM6A across the intervals described in (A); Left panel: heatmap and average profile curve of KDM6A across the intervals described in (B). Genomic intervals in all heatmaps were sorted according to the level of H3K27ac signal level in vehicle group. (**D**) Super-enhancer analysis with ROSE algorithm using H3K27ac ChIP-seq data of HCT116 cells treated with vehicle. Several representative DEGs downregulated by GSK-J4 and associated with super-enhancer were denoted. TE, typical-enhancer; SE, super-enhancer. (**E**) GSEA using gene sets annotated to TE or SE in RNA-seq data of HCT116 cells treated with or without 15 µm GSK-J4 for 48 h. NES, normalized enrichment score; FDR, false discovery rate. (**F**) mRNA level of *ID1* and *TERT* were evaluated by qRT-PCR in HCT116 cells treated with or without 15 µm GSK-J4 for 48 h. (**G**) Expression level of indicated genes was examined by qRT-PCR in HCT116 cells 72 h after infection with lentivirus containing shRNA targeting *KDM6A* or *KDM6B*. A non-targeting sequence cloned into the same backbone (shCtrl) was used as control. (**H**) ChIP-seq and ChIA-PET profiles of indicated antibodies at *ID1* gene locus in HCT116 cells as demonstrated by Integrative Genomics Viewer (IGV). The black line represents the span of the super-enhancer (SE) associated with *ID1*. The arc denotes a chromatin interaction identified by RNA Pol II ChIA-PET experiment. (**I**) Scatter plots showing correlation of ChIP-seq signal intensities across all super-enhancers in HCT116 cells. ChIP-seq data of H3K4me1, BRD4 and p300 were from GSE101646, GSE57628 and GSE51176 respectively. ChIA-PET data of RNA Pol II was from GSE39495. PCC, Pearson correlation coefficient. * *p* < 0.05; ** *p* < 0.01; n.s., non-significant.

**Figure 6:**
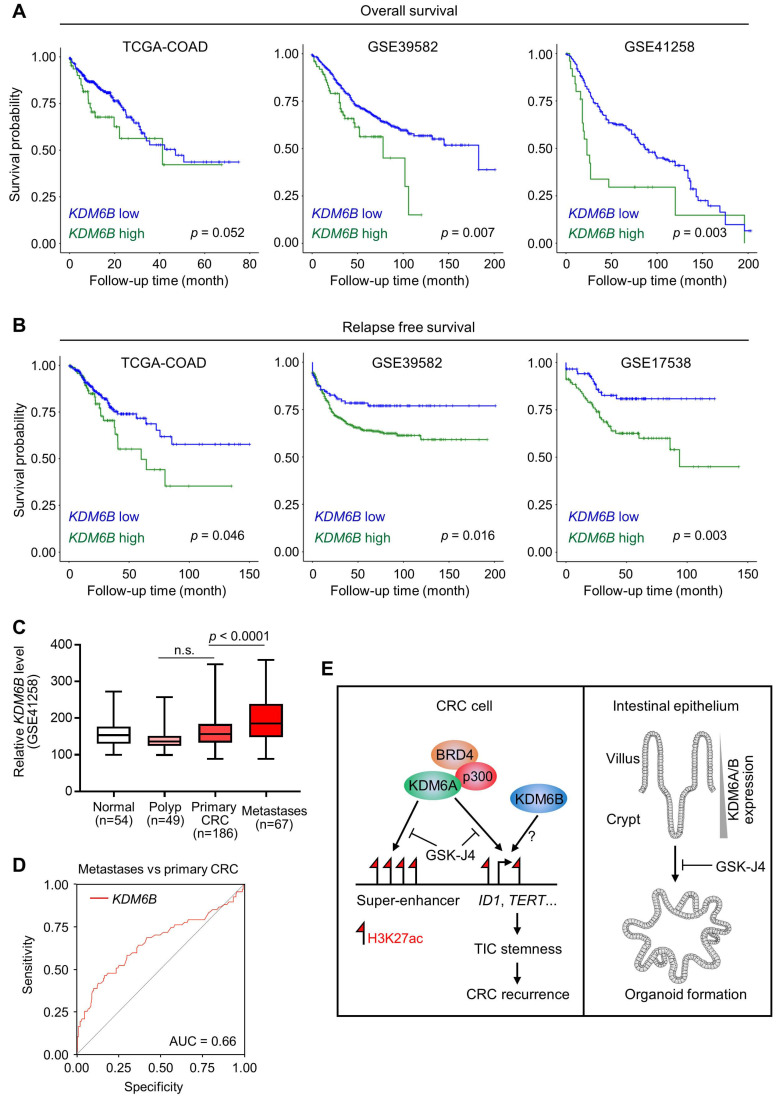
***KDM6B* expression level predicts survival outcome and recurrence of CRC patients.** Kaplan-Meier survival curves showing lower *KDM6B* expression level is associated with both better overall survival (**A**) and better relapse-free survival (**B**) of CRC patients in several independent cohorts. Significance was evaluated by Log-Rank test. (**C**) Expression of *KDM6B* in GSE41258 dataset was shown by boxplots with data range. n.s., non-significant. (**D**) ROC (receiver operating characteristic) curve in GSE41258 dataset. AUC, area under curve. (**E**) Schematic diagram showing major findings in this study. Refer to text for description in detail.

## Abbreviations

CRC: colorectal cancer
TICs: tumor-initiating cells
ISCs: intestinal stem cells
PRC2: polycomb complex 2
ESCs: embryonic stem cells
EDTA: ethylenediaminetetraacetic acid
ChIP-seq: chromatin immunoprecipitation-sequencing
qRT-PCR: quantitative reverse transcription polymerase chain reaction
shRNA: short hairpin RNA
GSEA: Gene Set Enrichment Analysis
NES: normalized enrichment score
ChIA-PET: chromatin interaction analysis with paired-end tag sequencing
ROC: receiver operating characteristic
CI: combinatory index
FDR: false discovery rate
n.s.: non-significant
SE: super-enhancer
TE: typical-enhancer
PCC: Pearson correlation coefficient

How the deposited data were processed for this re-analysis (not part of the article)

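RNA-seq data from HCT116 cells were analysed, with 3 samples treated with vehicle and 3 treated with 15 µM GSK-J4 for 48 h. The mapping of samples to groups and replicate numbers came from the submitters' labels, which give the same cell line, dose and time as the paper. ChIP-seq data, metastasis and proliferation signatures, and the other cell lines and mouse tissues of the paper were not analysed here.

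For each sample the authors deposited raw read counts on 57820 genes. According to the paper's methods, the authors enriched mRNA, sequenced it on an MGISEQ-2000, cleaned the reads with SOAPnuke, mapped them with Hisat to hg19 and with Bowtie2 to genes, and counted them with HTSeq. The paper's text does not name the annotation or whether the counting used strand. Closing lines of each count file name no gene and were kept out of library sizes and tests. They held 57.5% to 58.6% of a sample's counts, of which reads on no gene were 48.8% to 49.5%, reads of low alignment quality 7.18% to 7.73% and ambiguous reads 1.12% to 1.45%. The authors' deposited table of their edgeR comparison gives, for 13128 genes, a log2 fold change, an average log2 CPM, a p-value and an FDR. Values of that table were used only where they are named as such.

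Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with the treatment as group, which left 20004 genes, libraries were scaled by TMM, and the groups were compared by glmQLFit and glmQLFTest without further terms. A DEG had a log2 fold change of at least 1 in size and a Benjamini-Hochberg FDR of at most 0.01, as in Figure 4A. Normalized values are TMM-normalized CPM, which are counts scaled to a library of 1000000 reads on genes, with the SD over 3 samples. Depth on genes was alike in the groups, from 16650551 to 17664894 reads. A gene at 1 CPM rests on few reads at this depth, and its fold change is less precise than that of an abundant gene. Counts of 3 or fewer in every sample of a group were taken as the floor of detection. Replicate numbers were not used to pair the samples in the main fit. A check of this choice, which does not exclude a weak link, is given with the other settings.

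Gene lists were written by hand, because the KEGG, MSigDB and published sets of the paper were not used here. There are 15 lists for the paper's claims (cell cycle, base excision repair, Fanconi anemia pathway, Wnt pathway components, MAPK, TNF and p53 signaling, apoptosis, S phase, G2/M, ISC markers, enterocyte markers, pluripotency genes, MYC targets and β-catenin targets) and others for processes the paper does not discuss (ATF4 and the integrated stress response, metallothioneins, hypoxia and HIF targets, cholesterol biosynthesis, NRF2 targets, interferon-stimulated genes, HOX genes and cytosolic ribosomal proteins). IKBKG, CCL5, UHRF1, CD24 and DACH1 of these lists could not be matched to a gene of the count files. Lists were tested by pre-ranked GSEA in fgsea 1.28.0 (1000 permutations of genes, fixed seed, threshold 0.25 on the adjusted p over 23 lists) and by a one-sided Fisher's exact test against DEGs in each direction (threshold 0.05). The camera and fry tests came from limma 3.58.1, and DESeq2 1.42.0 was an alternative to edgeR.

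The samples' mapping, the tests, thresholds, gene lists and most alternatives were set before the data were examined. The genes named in the text are those the paper names for human cells, the 5 DEGs with the largest increase and the 5 with the largest decrease among DEGs with a mean normalized count of at least 100 and no overlap between groups, and up to 3 genes per list and direction with the smallest FDR. Some genes that meet this rule are not reported here. Other genes that are named were chosen after their values were seen, namely MEX3A and MYB, mitochondrial genes, RN7SK, TPX2 and the gene inside GAPDH. Alternatives set in advance were other normalizations (RLE, total count, upper quartile), DESeq2, edgeR's exact and likelihood ratio tests, no filter, a filter at 10 counts in every sample, the replicate number as a block, another FDR threshold, glmTreat, other list tests, 10000 permutations, and leaving out each sample in turn. Alternatives with the genes of the authors' deposited table, with offsets for GC content and exon length, and without 37 mitochondrial genes were added after the data had been seen.

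Gene names, coordinates, exons and biotypes came from a GENCODE annotation on GRCh37, which is hg19. It named 55538 of the gene identifiers, the authors' deposited table named 18 more, and 2264 had no name. Exon numbers count exon blocks merged over all transcripts of a gene, so they can differ from the exons of a single transcript. The annotation behind the authors' counts may differ from this one. Exons shared with a gene on the opposite strand are reported because the counting may have used a single strand. The edgeR steps were tested on simulated counts for 19670 genes, with 200 genes changed by known fold changes. The quasi-likelihood test recovered 179 of these, 89.5%, with 0 false calls, and a simulated list with shifted genes was called by GSEA, camera and fry while an unshifted list was not. Genes were simulated independently, with no sample set apart and far fewer changes than the 6634 genes at an FDR of 0.01 here. The simulation therefore does not measure false list calls where genes of a list move together.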

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

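The tests on opposite-strand genes among DEGs, on scaling and on poly(A) selection were chosen only after the result was seen, as was the gene inside GAPDH, the offsets for GC content and exon length were added after the data had been seen but before their own results were, and each remaining test in this part was set before its own result was seen.

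Among the tested genes that the authors' deposited table does not list, 736 were DEGs, 327 lower and 409 higher, and the paper does not report on them. They were 313 lncRNA genes, 275 processed pseudogenes and 148 genes of other or no biotype. Of the 679 with an annotation, 231 (34.0%) have exons that overlap a gene on the opposite strand. If reads of a library without strand information had been counted on a single strand, a gene inside the exons of an expressed gene on the other strand would carry a similar number of reads per exon base. In 300 such genes the median ratio to the outer gene was 1.85 (quartiles 0.616 and 3.09), against a value near 1 foreseen for this explanation and near 0 for counting by strand of a stranded library, and 2.33% had no reads. The log2 fold change of opposite-strand genes followed that of their partner, with a Spearman correlation across 251 gene pairs of 0.819, where the central 95% of permuted pairings ended at 0.123. GAPDH had a mean count of 15023, and a lncRNA gene inside it on the other strand (ENSG00000269968, chromosome 12, 6646960 to 6647536) had 18635. These are counts per gene and not per exon base. The inner gene is shorter than the 2396 exon bases of GAPDH, so its ratio per base lies above the foreseen value near 1. Likewise, 2091 processed pseudogenes followed their 1262 parent genes, with a correlation across genes of 0.798 against 0.0439 at the end of the same range for permuted parents. Genes are not independent replicates in these correlations. A candidate explanation for many of these 736 DEGs is therefore reads that belong to a partner or parent gene. Single-strand counting of unstranded reads may also have sent reads to the class of no gene, and regulation of individual lncRNA genes was not tested.

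Mitochondrial transcripts, which the paper does not discuss, moved in opposite directions. The 13 mitochondrial messenger RNAs fell, with a median log2 fold change of -1.81 (range -2.38 to -0.83, all 13 at an FDR of at most 0.01), while the ribosomal RNAs rose, MT-RNR2 by 2.13 and MT-RNR1 by 1.41. MT-RNR2 took 0.773% ± 0.0329 of reads on genes in vehicle samples and 3.28% ± 0.575 in GSK-J4 samples (SD, n = 3 each). A scaling factor per library would move both classes alike, yet with total counts in place of TMM the messenger RNA that fell least still had -0.87 and both ribosomal RNAs stayed above 0. Offsets for GC content and exon length left the median of the messenger RNAs at -1.79. Less complete poly(A) selection that acts on all messenger RNAs alike would lower nuclear and mitochondrial ones together. The median of the mitochondrial messenger RNAs lay at -1.81 on the log2 scale relative to that of 13029 nuclear genes of the authors' deposited table, a difference that no scaling of libraries changes, and 0.921% of these nuclear genes fell as far. This argues against such a loss for the fall, while a loss particular to mitochondrial messenger RNAs was not tested. For the rise of the ribosomal RNAs it stays open. A set of 11 RNAs (histone genes and RN7SK) was taken to lack a poly(A) tail, which was not checked for the histone transcripts counted here. Of these 11 RNAs, 9 were higher in GSK-J4 samples, 7 of them at an FDR of 0.01. Their median log2 fold change was 1.70, the direction that less complete selection would give. They were higher in GSK-J4 replicate 1 than in the other GSK-J4 samples for 10 of 11 genes, by a median of 0.45 on the log2 scale, and the mitochondrial ribosomal RNAs by 0.39 and 0.67. All 13 mitochondrial messenger RNAs were higher there too, by a median of 0.52, so the excess in that library is not particular to ribosomal RNA. The library with the highest ribosomal RNA was known when this was tested, and selection cannot be told apart from treatment between the groups. An effect of GSK-J4 on mitochondrial transcription or RNA stability is a hypothesis that these data leave untested.

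Gene lists for processes outside the paper's discussion also passed the GSEA threshold. The normalized enrichment score was 2.78 for ATF4 targets and the integrated stress response (46 of 52 tested genes higher and 1 lower at an FDR of 0.01, 47 and 1 adjusted over the list alone, median log2 fold change 1.45) and 2.13 for NRF2 targets (16 of 32 higher and 2 lower, 18 and 2 adjusted over the list alone). Offsets for GC content and exon length left both lists called, with 0.00585 as the larger adjusted permutation p. The lists share 2 genes, and without them the NRF2 list kept an adjusted permutation p of 0.00620, at the smallest p that the permutations can give. GC content and length therefore do not account for these shifts, nor do the 2 shared genes for that of the NRF2 list. Sharing with other lists was not tested, and ATF4 and DDIT3 of the ATF4 list are also on the MAPK list. A stress response to GSK-J4 stays a hypothesis, and whether it follows from KDM6 inhibition or from another effect of the compound was not tested.

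For HOX genes, metallothioneins and HIF targets, the direction or shift of the list that a biological explanation would give was foreseen. Each test, by score or by overlap with DEGs, used only the list's own genes. A shift of these genes cannot tell such an explanation from another cause, so all 3 explanations stay open. The HOX list had a score of -1.49 (adjusted permutation p = 0.0567, 12 of 26 genes lower and 2 higher at an FDR of 0.01, 13 and 2 adjusted over the list alone), the direction foreseen if KDM6 inhibition lowers typical H3K27me3 target genes, but DESeq2 gave 0.446 and the range over all settings was 0.0127 to 0.526. HOXB8 and HOXB6 fell by 1.33 and 1.19 on the log2 scale, while HOXD8 and HOXB9 rose by 1.86 and 1.17, with opposite-strand overlap of 425 of 2604 exon bases in HOXB6 and 642 of 2629 in HOXD8. The metallothionein list had a score of 1.40 with 5 tested genes, all higher and 4 of them at an FDR of 0.01 (4 adjusted over the list alone; adjusted permutation p = 0.0896, range 0.00668 to 0.353). A change in free metal may be behind it, but 5 genes are too few to decide. HIF targets had a score of 1.49 (17 of 53 higher and 11 lower at an FDR of 0.01, and the same adjusted over the list alone; adjusted permutation p = 0.0267, range 0.00390 to 0.517). Inhibition of other oxygenases could raise them, yet the list moved both ways, and the glycolytic genes PGAM1 and PGK1 fell by 0.98 and 0.76 on the log2 scale.

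The score was -1.53 for cholesterol biosynthesis (10 of 29 genes lower and 3 higher at an FDR of 0.01, and the same adjusted over the list alone; adjusted permutation p = 0.0444), -1.79 for interferon-stimulated genes (16 of 42 lower and 2 higher, 17 and 2 adjusted over the list alone; adjusted permutation p = 0.0116) and 1.85 for cytosolic ribosomal proteins (16 of 77 higher and 2 lower, 11 and 2 adjusted over the list alone; adjusted permutation p = 0.00620, at the smallest p that the permutations can give). Ribosomal protein genes have many processed pseudogenes, so their counts depend on how shared reads were assigned. The direction of these lists was the same under each scaling tried. With offsets for GC content and exon length, all 20 lists called without them were still called in the same direction. This argues against a GC or length trend as the whole cause of these calls. The size of the shift did change in some lists. The median log2 fold change went from -0.21 to -0.028 for ISC markers and from -0.12 to -0.054 for β-catenin targets. For others it grew, as from 0.69 to 0.87 for NRF2 targets. A weak trend is present, with a Spearman correlation across 19520 genes of -0.121 between log2 fold change and GC content. No biological explanation was tested for the lists of cholesterol biosynthesis, interferon-stimulated genes and ribosomal proteins.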

How the results depend on the processing

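The settings with offsets for GC content and exon length, with the genes of the authors' deposited table and without mitochondrial genes were chosen only after results had been seen, and all others were set beforehand.

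Counts of DEGs stayed within 1.5 times of 1009 lower and 1361 higher in all settings except glmTreat, which asks for a fold change above the threshold beyond error and gave 202 and 484. Leaving out each sample in turn gave 860 to 1236 lower and 1194 to 1564 higher DEGs, and 4708 to 9103 genes at an FDR of 0.01 against 6634, with the highest counts without GSK-J4 replicate 1. Total counts in place of TMM moved the share of lower DEGs from 42.6% to 47.5%, and GC and length offsets to 37.7%. The genes of the authors' deposited table alone gave 694 and 967 DEGs, and 778 and 1049 with the exact test. Samples with the same replicate number deviated together weakly (correlations across genes of 0.0946, 0.0376 and 0.0369). Vehicle and GSK-J4 samples with different numbers had -0.0786 to 0.0428. The correlation of the deviation with exon length had the same sign within each number. In GSK-J4 and vehicle it was -0.186 and -0.139 for replicate 1, 0.116 and 0.0858 for replicate 2, and 0.122 and 0.0421 for replicate 3. A link between samples of the same number is therefore not excluded. A fit with the replicate number as a block gave 1062 lower and 1370 higher DEGs. In that fit the overlap of Wnt pathway components with lower DEGs had an adjusted p of 0.0588 (Fisher's exact test). The block changed no other call of a gene list and, among single genes, only that of POLB (FDR 0.0114).

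Of the GSEA results for the paper's pathways, those for cell cycle, base excision repair, Fanconi anemia, MAPK, TNF, p53, apoptosis, S phase, G2/M, MYC targets and β-catenin targets kept direction and call in all 24 settings. The adjusted p of Wnt pathway components, 0.278 with a positive score, belonged to a negative score with DESeq2 (0.406), the exact test (0.411), the likelihood ratio test (0.401), the exact test on the authors' genes (0.432), camera (0.946) and camera with estimated correlation (0.930). It passed 0.25 with a positive score with GC and length offsets (0.179) and fry (0.129), and ranged from 0.241 (without vehicle replicate 2, where it passed) to 0.379 over the fits that left out a sample. Pluripotency genes, at 0.552 with a negative score, had a positive score with DESeq2 (0.609), the exact test (0.632), the likelihood ratio test (0.636), no filter (0.638), the 10-count filter (0.529), the exact test on the authors' genes (0.706), GC and length offsets (0.569), no mitochondrial genes (0.605) and ranking by the root of F (0.546). They passed only in fry (0.202), and ranged from 0.357 to 0.495 over the fits that left out a sample, with a positive score without GSK-J4 replicate 1 (0.357). Enterocyte markers passed only in fry (0.0138). With camera and an estimated correlation, ISC markers (0.504), HIF targets (0.517), HOX genes (0.526) and ribosomal proteins (0.617) no longer passed. HOX genes also failed with DESeq2 (0.446), the exact test (0.360), the likelihood ratio test (0.352), no filter (0.346) and the exact test on the authors' genes (0.417), and metallothioneins with DESeq2 (0.353) and that last setting (0.259). The cause was not tested.

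The overlap of Wnt pathway components with lower DEGs (adjusted p = 0.0412, Fisher's exact test) moved above 0.05 with total counts (0.0882), upper quartile (0.0813), the exact test (0.0631), the likelihood ratio test (0.0702), the 10-count filter (0.0587), the authors' genes (0.0564), GC and length offsets (0.0867) and genes of any fold change (0.0630). It ranged from 0.0150 to 0.0776 over the fits that left out a sample. The overlap of p53 signaling with higher DEGs was 0.0525 with the exact test on the authors' genes, and that of apoptosis 0.0628 there and 0.0693 with GC and length offsets, with 0.00845 to 0.0890 when a sample was left out. The number of pathways whose overlap passed stayed between 6 and 8 of 8. The cause was not tested.

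Of 138 single genes, 121 kept sign and call in the settings in which they were tested (some settings removed genes of low count) and 5 changed sign in one or more, all of them near 0. These were EP300 with total counts (-0.00202), CDC6 with total counts (-0.00595) and without vehicle replicate 3 or GSK-J4 replicate 3 (-0.00272 and -0.0284, in a range up to 0.103), CKS1B without vehicle replicate 3 or GSK-J4 replicate 1 (-0.0426 and -0.0137, in a range up to 0.232), SHMT2 with GC and length offsets (0.0539), and TKT with those offsets (0.0136) and without GSK-J4 replicate 1 (0.0415, in a range from -0.187). Another 12 genes changed call with the same sign, 8 of them to a weaker and 4 to a stronger result. Depth limits genes such as KRT20, TERT and LGR5, whose counts in GSK-J4 samples were at most 6, 18 and 3.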

Differences from the paper's values

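No test in this part was chosen after its result was seen, and where a setting was added later this is said beside its value.

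The paper gives about 22 M clean reads per sample, and all lines of a sample's counts summed to 40.5 M on average (SD 0.807, n = 6). The alternatives do not bear on this number. The unit of counting, a read or a pair of reads, is not named in the paper's text.

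For mRNA levels in GSK-J4-treated relative to vehicle-treated HCT116 cells, the paper's values come from qRT-PCR at the same dose and time and those here from RNA-seq. For ID1 the paper's ratio is about 0.28 in Fig. 5F, read by eye, and the ratio here was 0.450 ± 0.0332. For TERT it is about 0.52 in Fig. 5F, read by eye, against 0.0826 ± 0.0590 here. In Fig. 2E, read by eye, the paper's ratios are about 0.41 for EPCAM, about 0.11 for SOX4, about 0.60 for MYC and about 0.25 for AXIN2, and those here were 0.919 ± 0.0693, 0.224 ± 0.0365, 0.930 ± 0.135 and 0.408 ± 0.0486 (SD, n = 3 GSK-J4 samples). Of the alternatives set before the data were examined, leaving out GSK-J4 replicate 3 brought MYC to 0.855, within 1.5 times of the paper's value, and none closed the gap for ID1, TERT, EPCAM, SOX4 or AXIN2.

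The counts of DEGs, 1009 lower and 1361 higher, were within 1.5 times of the paper's 782 and 1056. The setting nearest to the paper's counts, 778 and 1049, used the genes of the authors' deposited table with edgeR's exact test, and it was chosen after seeing the data.

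The paper states that transcription of Wnt pathway genes fell, whereas a hand-written list of Wnt pathway components had a normalized enrichment score of 1.11 (adjusted permutation p = 0.278). No setting called this list lower in GSEA, while its overlap with downregulated DEGs passed at 0.0412 (Fisher's exact test) but was above 0.05 in 11 of 20 alternatives, within a range of 0.00160 to 0.0882. Of these 11, those with the genes of the authors' deposited table (0.0564) and with GC and length offsets (0.0867) were added after the data had been seen. The paper reports that gene sets of differentiated enterocytes rose and those of ESCs fell. The lists used here had scores of 0.96 and -0.94 and did not pass (adjusted permutation p = 0.550 and 0.552), except in fry, which called the enterocyte list higher at 0.0138 and the pluripotency list lower at 0.202. These lists are not the paper's gene sets. NANOG, which Fig. 2E shows as lower, had at most 1 count in any sample, so no ratio was computed.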

Other observations

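The test of transcript length in GSK-J4 replicate 1, the choice of single vehicle samples for its slope, the comparison of ID1 with its neighbors and the counts of DEGs under other divisions of the samples were chosen only after the result was seen, and the test of a weaker or stronger response was set before its own result was seen.

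The 6 samples can be divided into groups of 3 in 10 ways. As many lower DEGs as with the real groups were found in 1 of the 10, the real one, and the same held for higher DEGs (1 of 10) and for genes at an FDR of 0.01 (1 of 10). The other 9 divisions gave 0 such genes, and between 73 and 470 genes at an unadjusted p under 0.05, against 10582 with the real groups. For the number of gene lists that pass GSEA, 8 of the 10 divisions gave as many as the real one, from 18 to 23 lists in the others against 20. With 10 divisions the share cannot fall below 0.1. The others mix treated and vehicle samples, so part of the treatment difference remains in them and they are no reference without treatment. In these divisions the smallest FDR was 0.953, so that the ranking for GSEA there rests on very small differences. The remaining treatment difference, or genes of a list that move together between samples, may be behind the list counts of the mixed divisions, and neither was tested.

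GSK-J4 replicate 1 stood apart from replicates 2 and 3, at 24.9 and 28.5 times the sampling noise against 5.14 between the other pair. A weaker or stronger response of that culture would give fold changes scaled up or down, but over 2370 DEGs the slope of its fold changes on those of the others was 0.962, against 0.966 and 0.979 for replicates 2 and 3. Its deviation followed exon length across genes, with a Spearman correlation of -0.186, and its median was 0.094 in the fifth of genes with the shortest and -0.14 in that with the longest exons. Vehicle replicate 1 deviated in the same direction, at -0.139. Offsets for GC content and length lowered the SD of the deviation from 0.518 to 0.509, far from the 0.362 of the other pair, so a length trend is not the whole cause. A difference in culture or library preparation that the labels do not record stays open.

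Transcripts of the inhibited enzymes rose. KDM6B went from 69.5 ± 0.976 to 203 ± 5.50 normalized CPM (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.079, FDR 3.84e-08 from edgeR's quasi-likelihood test), and KDM6A from 27.6 ± 2.74 to 42.4 ± 3.01, a log2 fold change of 0.62 (standard error 0.11, FDR 0.000581, edgeR). BBC3 rose by 1.65 on the log2 scale, with 80 of 3185 exon bases of BBC3 shared with an opposite-strand gene. EZH2 had -0.19 (FDR 0.226, edgeR) and EP300 0.041 (FDR 0.710, edgeR). CD44 fell by 0.71 on the log2 scale (FDR 2.55e-05, edgeR; 84 of 9992 exon bases shared with an opposite-strand gene), and SNAI1 and CDKN2A had FDRs of 0.0289 and 0.541. ALDH1A1 had at most 2 counts in any sample and UTY had 0.

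The fall of ID1 was not shared by most of its tested neighbors. Of 6 tested genes of the authors' deposited table within 500 kb, 3 were higher and 1, TPX2, was lower at an FDR of 0.01, with a median log2 fold change of 0.62 over all 6. HM13 rose by 0.61 (FDR 4.71e-05, edgeR) and BCL2L1 by 0.78 (FDR 1.20e-05, edgeR) on the log2 scale, with 242 of 8748 and 1735 of 4197 exon bases shared with opposite-strand genes. A fall of the whole chromosomal region would have lowered these genes too. Control of ID1 by an element that its neighbors do not use is a hypothesis that these data leave open, and COX4I2, with at most 1 count, could not be followed. SUN3 (chromosome 7, 48026745 to 48068716) and UPP1 (48128225 to 48148333), both among the genes with the largest increases, lie near each other, with log2 fold changes of 4.61 and 4.69.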
